# Lymphangiogenic therapy prevents cardiac dysfunction by ameliorating inflammation and hypertension

**DOI:** 10.7554/eLife.58376

**Published:** 2020-11-17

**Authors:** LouJin Song, Xian Chen, Terri A Swanson, Brianna LaViolette, Jincheng Pang, Teresa Cunio, Michael W Nagle, Shoh Asano, Katherine Hales, Arun Shipstone, Hanna Sobon, Sabra D Al-Harthy, Youngwook Ahn, Steven Kreuser, Andrew Robertson, Casey Ritenour, Frank Voigt, Magalie Boucher, Furong Sun, William C Sessa, Rachel J Roth Flach

**Keywords:** lymphatic, endothelial, cardiac dysfunction, inflammation, hypertension, fibrosis, Human, Mouse

## Abstract

The lymphatic vasculature is involved in the pathogenesis of acute cardiac injuries, but little is known about its role in chronic cardiac dysfunction. Here, we demonstrate that angiotensin II infusion induced cardiac inflammation and fibrosis at 1 week and caused cardiac dysfunction and impaired lymphatic transport at 6 weeks in mice, while co-administration of VEGFCc156s improved these parameters. To identify novel mechanisms underlying this protection, RNA sequencing analysis in distinct cell populations revealed that VEGFCc156s specifically modulated angiotensin II-induced inflammatory responses in cardiac and peripheral lymphatic endothelial cells. Furthermore, telemetry studies showed that while angiotensin II increased blood pressure acutely in all animals, VEGFCc156s-treated animals displayed a delayed systemic reduction in blood pressure independent of alterations in angiotensin II-mediated aortic stiffness. Overall, these results demonstrate that VEGFCc156s had a multifaceted therapeutic effect to prevent angiotensin II-induced cardiac dysfunction by improving cardiac lymphatic function, alleviating fibrosis and inflammation, and ameliorating hypertension.

## Introduction

The lymphatic vasculature plays an important role in mediating fluid balance and local inflammation in many tissues and organs throughout the body (Huang et al., 2017; Oliver et al., 2020). The heart also carries a complex lymphatic network and relies on cardiac lymphatics to drain interstitial fluids and immune cells for maintaining homeostasis (Brakenhielm and Alitalo, 2019). Disrupting cardiac lymphatics can cause myocardial edema and lead to impaired cardiac function (Cui et al., 2001; Mehlhorn et al., 1995), indicating a critical role of cardiac lymphatics in cardiovascular physiology. Recently, cardiac lymphatics have emerged as a new therapeutic target for acute cardiac injuries. Several studies have demonstrated using rodent models that therapeutic lymphangiogenesis reduced myocardial edema and fibrosis, resolved inflammation, and improved cardiac function after myocardial infarction (Henri et al., 2016; Houssari et al., 2020; Klotz et al., 2015; Tatin et al., 2017; Trincot et al., 2019; Vieira et al., 2018) or ischemia and reperfusion injury (Shimizu et al., 2018). These studies in aggregate concluded that the improvement in cardiac function was due to local proliferation of lymphatic vessels at the site of injury in response to lymphangiogenic therapies. Importantly, these animal models represent cardiac injuries, in which blood and lymphatic vessels are surgically manipulated. However, the role of the lymphatic vasculature in the pathogenesis of chronic cardiac dysfunction and the effects of lymphangiogenic therapies on cardiac dysfunction remain to be explored. Here, we explored the role of the lymphatic vasculature in cardiac dysfunction and investigated the effects of a lymphangiogenic therapy (VEGFCc156s) on the angiotensin II infusion-induced cardiac dysfunction model. We found that angiotensin II infusion-induced cardiac dysfunction is associated with impaired lymphatic vascular function as well as increased cardiac fibrosis and inflammation, whereas VEGFCc156s treatment ameliorated these pathologies. Interestingly, angiotensin II-infused mice treated with VEGFCc156s also demonstrated a delayed and dramatic response to reverse angiotensin II-induced hypertension. Thus, we propose that the beneficial effects of the lymphangiogenic therapy VEGFCc156s on angiotensin II infusion-induced cardiac dysfunction are multifaceted and mediated by its concomitant effects on cardiac lymphatic function, inflammatory and fibrotic gene expression, and systemic hypertension.

## Results

### Lymphatic endothelial markers associate with cardiac comorbidities and are reduced in human failing hearts

To investigate the role of the lymphatic vasculature in human heart failure and cardiac dysfunction, we first analyzed human genome wide association studies (GWAS) for single-nucleotide polymorphisms (SNPs) that were near lymphatic marker gene loci and were associated with human cardiovascular or metabolic comorbidities. Interestingly, several SNPs near lymphatic endothelial markers *VEGFC*, *LYVE1*, *FLT4* loci are associated with cardiovascular and metabolic phenotypes including cardiac hypertrophy in humans (Fung et al., 2019; Johansson et al., 2010; justice et al., 2019; Kettunen et al., 2016; Kichaev et al., 2019; Lotta et al., 2018; Lu et al., 2017; Nasa Sinnott-Armstrong et al., 2019; Saxena et al., 2010; van der Harst and Verweij, 2018; Wild et al., 2017; Xu et al., 2018; Table 1). In addition, human heart samples were obtained from healthy donors or patients with chronic heart failure, and the gene expression of lymphatic endothelial markers *VEGFC*, *LYVE1*, *PDPN,* and *FLT4* was assessed. A significant (19.6% for *VEGFC*, 38.8% for *LYVE1* and 21.7% for *FLT4* on average) reduction was observed for lymphatic markers *VEGFC*, *LYVE1,* and *FLT4*, and a 31.6% reduction was observed in *PDPN* (*p*=0.07) in hearts from chronic heart failure patients compared with hearts from healthy donors (Figure 1A–D, Figure 1—source data 1), suggesting that the cardiac lymphatic vasculature is impaired in human chronic heart failure.

**Table 1.** SNPs mapping to lymphatic endothelial markers associate with cardiac comorbidities. SNPs in human genetic loci, where lymphatic endothelial marker genes *VEGFC*, *LYVE1*, *FLT4* are located, are associated with cardiovascular and metabolic phenotypes. *MRVI1*, murine retrovirus integration site one homolog. *ADM*, adrenomedullin. *CTR9*, RNA polymerase-associated protein CTR9 homolog. *MGAT1*, alpha-1,3-mannosyl-glycoprotein 2-beta-N-acetylglucosaminyltransferase. *SCGB3A1*, Secretoglobin Family 3A Member 1. *OR2Y1*, olfactory receptor family two subfamily Y member 1.

SNP	Nearest gene(s)	Associated phenotype	p Value	Reference
rs2333496	VEGFC	Waist-to-hip ratio (WHR) adj BMI	8.00E-11	Lotta, et al.
rs7660760	VEGFC	**Left ventricle wall thickness**	4.00E-07	Wild, et al.
rs309795	VEGFC	2 hr Glucose Adj. for BMI	2.22E-06	Saxena, et al.
rs114108584	VEGFC	**Idiopathic dilated cardiomyopathy**	9.00E-06	Xu, et al.
rs11042906	LYVE1 and MRVI1	**Systolic BP**	2.00E-14	Kichaev, et al.
rs2218793	LYVE1 and ADM	High density lipoprotein cholesterol (HDL-C)	1.60E-11	Sinnott-Armstrong, et al.
rs11042937	LYVE1 and CTR9	**Coronary artery disease**	3.00E-10	Van der harst, et al.
rs7940646	LYVE1 and MRVI1	Triglycerides 2017 Mostly European and East Asian	2.93E-08	Lu, et al.
rs10840457	LYVE1 and MRVI1	Arterial stiffness index	3.00E-08	Fung, et al.
rs11603178	LYVE1 and MRVI1	**Diastolic BP**	9.85E-08	Nealelab-uk-biobank
rs12807023	LYVE1 and ADM	Plasma + serum IDL-TAG levels	8.21E-07	Kettunen, et al.
rs12807023	LYVE1 and ADM	Plasma + serum XS-VLDL values (concentration, TAG)	5.41E-06	Kettunen, et al.
rs634501	FLT4 and MGAT1	High density lipoprotein cholesterol (HDL-C)	9.35E-08	Lu, et al.
rs142342609	FLT4 and SCGB3A1	WHR adjusted BMI	7.00E-07	Justice, et al.
rs12517906	FLT4 and OR2Y1	Body mass index (females)	6.00E-06	Johansson, et al.

**Figure 1.**
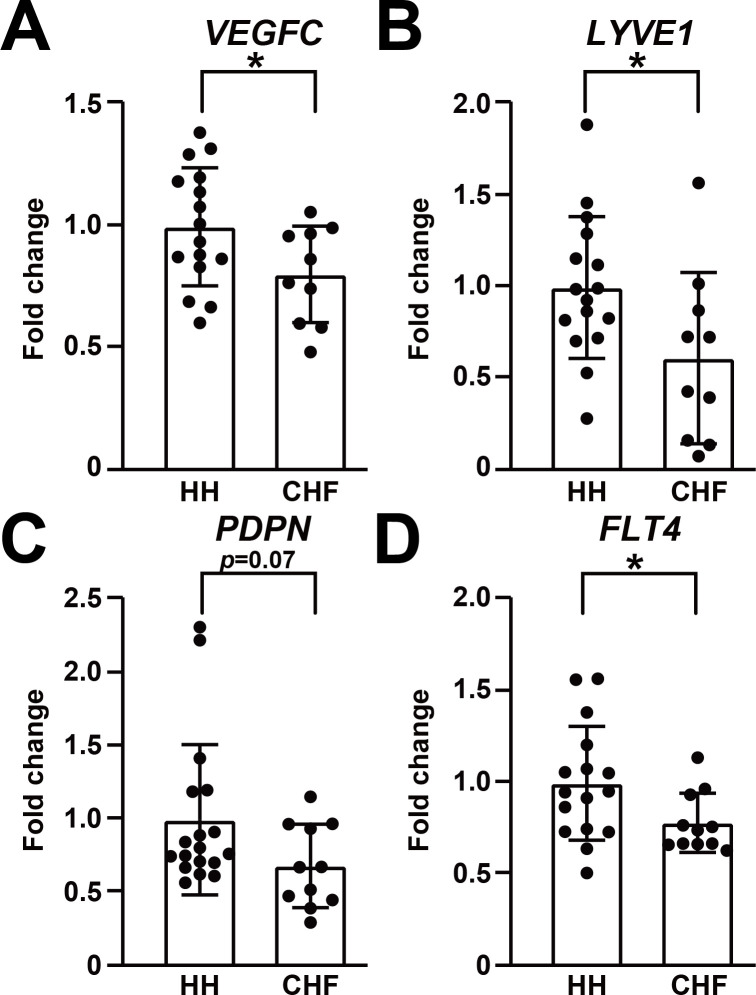
Lymphatic endothelial markers are reduced in human failing heart. (**A–D**) Expression of lymphatic endothelial marker genes *VEGFC *(**A**), *LYVE1 *(**B**), *PDPN *(**C**), *FLT4 *(**D**) in hearts from healthy human donors (HH) and hearts from patients with chronic heart failure (CHF). The data were normalized to the expression of the housekeeping gene *HPRT1* and represented as fold change from the HH group (*n* = 16–18 for HH and *n* = 10–11 for CHF). Data are mean ± s.d. Student’s *t*-test was used for statistics. *p<0.05. Figure 1—source data 1.Clinical information. Figure 1—source data 2.Raw data supporting Figure 1.

### VEGFCc156s prevented angiotensin II-induced cardiac dysfunction

To examine the role of the lymphatic vasculature in cardiac dysfunction further, we used a model of angiotensin II infusion, which promotes cardiac dysfunction directly via its effects on cardiomyocytes (Mazzolai et al., 2000; Mehta and Griendling, 2007) and indirectly by its action on the renin-angiotensin system to induce hypertension (Mehta and Griendling, 2007). To induce lymphangiogenesis in this model, we used the lymphangiogenic growth factor mutant VEGFCc156s, which specifically activates vascular endothelial growth factor receptor 3 (VEGFR3) but not vascular endothelial growth factor receptor 2 (VEGFR2) in vitro (Joukov et al., 1998) and enhances lymphangiogenesis in vivo (Klotz et al., 2015). Pharmacokinetic analysis of single subcutaneous dosing of VEGFCc156s indicated that VEGFCc156s has a short half-life in plasma (Figure 2—figure supplement 1A). Thus, we hypothesized that continuous infusion to maintain a stable increase in plasma VEGFCc156s concentration would be the most effective mode of administration. Therefore, an osmotic pump was implanted subcutaneously to infuse angiotensin II and VEGFCc156s simultaneously (Figure 2A). The VEGFCc156s infusion was calculated to maintain a two-fold increase in plasma VEGFC concentration, and the analysis at endpoint confirmed a significant 1.9-fold average increase in plasma VEGFC concentration in the treated mice compared with control mice (Figure 2—figure supplement 1B).

**Figure 2.**
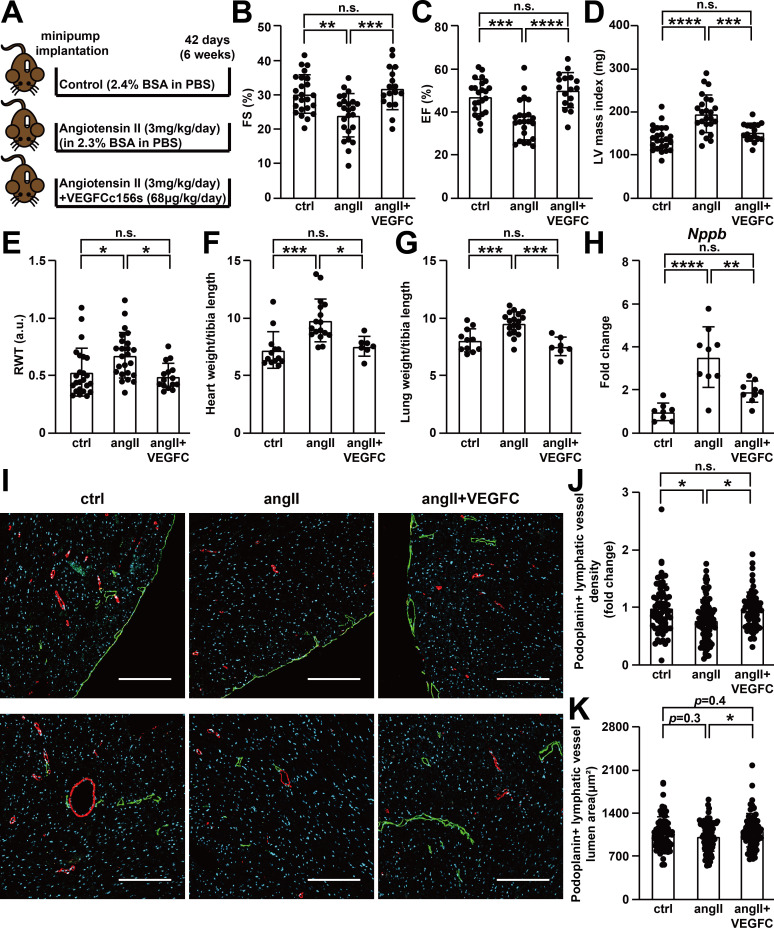
VEGFC_C156S_ treatment prevented angiotensin II-induced cardiac dysfunction. (**A**) Experimental design for animal studies. Angiotensin II (angII) was infused to induce cardiac dysfunction, and VEGFCc156s (VEGFC) was infused as a lymphangiogenic therapy via the same subcutaneously-implanted osmotic pump. Bovine serum albumin (BSA) was loaded to the pumps for control (ctrl) and angII groups to balance for the loading of VEGFCc156s in the therapeutic arm. (**B–E**) Echocardiography was conducted 6 weeks after minipump implantation. Fractional Shortening (FS) (**B**), Ejection Fraction (EF) (**C**), Left Ventricular (LV) mass index (**D**) and Relative Wall Thickness (RWT) (**E**) are shown (*n* = 17–24/group). (**F–G**) Heart weight (**F**) and lung weight (**G**) (normalized to tibia length) of the animals at euthanasia (*n* = 7–18/group). (**H**) RNA was isolated from the mouse hearts, and quantitative RT-PCR was performed for *Nppb* and normalized to the expression of housekeeping gene *Hprt*. The data were normalized to ctrl group and represented as fold change (*n* = 8–9/group). (**I**) Mouse hearts were fixed, OCT embedded, sectioned, and stained for podoplanin, smooth muscle actin and DAPI (light blue). Representative images of podoplanin-positive lymphatic vessels (green) and smooth muscle actin-positive arteries (red) for each group were shown. Scale bar, 200 μm. (**J**) Quantification of podoplanin-positive lymphatic vessel density (**J**, normalized to total area and represented as fold change to ctrl group) and podoplanin-positive lymphatic vessel lumen area (**K**) in mouse hearts (*n* = 8–10 animal/group, *n* = 10–12 sections/animal). Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for all figures except 2J and 2K (a linear mixed model was used for statistics). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n.s. not significant. Figure 2—source data 1.Raw data supporting Figure 2.

**Figure 2—figure supplement 1.**
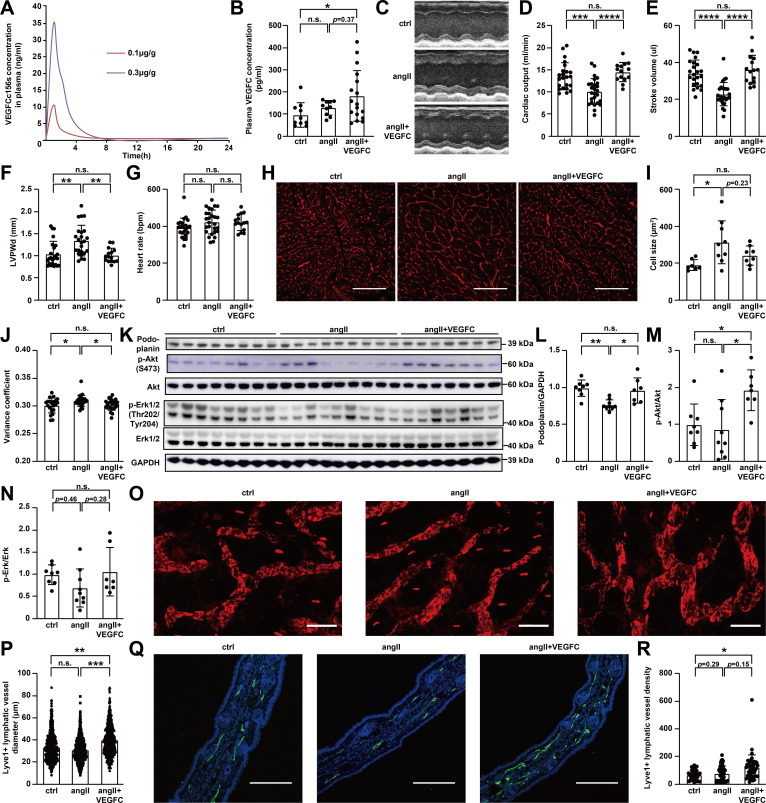
Effect of VEGFC_C156S_ on angiotensin II-induced cardiac dysfunction, cardiac lymphatics, and skin lymphatics. (**A**) Pharmacokinetic analysis of VEGFC_C156S_ in mice (*n* = 2 per dose group). (**B**) Plasma VEGFC concentration measured by ELISA at euthanasia (*n* = 10–17/group). (**C–S**) Mice were infused with saline + BSA, angiotensin II + BSA, or angiotensin II + VEGFC_C156S_ as described in Figure 2A. (**C**) Representative M-mode echocardiography images for each group. (**D–G**) Echocardiography parameters cardiac output (**D**), stroke volume (**E**), Left Ventricular Posterior Wall thickness at diastole (LVPWd) (**F**) and heart rate (**G**) are shown (*n* = 15–24/group). (**H–J**) Hearts were arrested in diastole, fixed, sectioned, and stained with wheat germ agglutinin (WGA). (**H**) Representative images of WGA stain for each group. Scale bar, 100 μm. (**I**) Cardiomyocyte size was assessed (*n* = 7–9/group). (**J**) Analysis of cell size variance coefficient from WGA-stained mouse heart sections (*n* = 21–27/group; a linear mixed model was used for statistics). (**K–N**) Protein lysates were prepared from mouse hearts and immunoblotted for podoplanin, p-Akt, Akt, p-Erk1/2, Erk1/2, and GAPDH. (**K**) Representative immunoblots. (**L–N**) Densitometric quantification of podoplanin (**L**), p-Akt to Akt ratio (**M**) and p-Erk to Erk ratio (**N**) (*n* = 7–9/group). (**O**) Representative images of the whole mount stain of lyve1-positive lymphatic vessels in ear skin for each group. Scale bar, 100 μm. (**P**) Quantification of lyve1-positive lymphatic vessel diameter in ear skin (*n* = 737–880 vessel/group; a linear mixed model was used for statistics). (**Q**) Ear skin samples were fixed, sectioned, and stained for lyve1(green) and DAPI (blue). Representative images of lyve1-positive lymphatic vessels in ear skin cross-section for each group. Scale bar, 200 μm. (**R**) Quantification of lyve1-positive lymphatic vessel density (normalized to total area) in ear skin (*n* = 6–8 animals/group, *n* = 6–8 sections/animal; a linear mixed model was used for statistics). Ctrl, control. AngII, angiotensin II. VEGFC, VEGFCc156s. Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for statistics for all figures except 2J, 2P and 2R (a linear mixed model was used for statistics). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n.s. not significant.

Echocardiography was conducted at endpoint to examine cardiac function, and the results indicated that angiotensin II infusion induced cardiac hypertrophy and impaired cardiac contractility. In contrast, VEGFCc156s treatment prevented angiotensin II-induced impairments in cardiac function (Figure 2B–E, Figure 2—figure supplement 1C–1G). Consistent with the echocardiography results, angiotensin II infusion also significantly increased heart weight and lung weight, which possibly reflects an increase in lung edema (King and Goldstein, 2020), whereas VEGFCc156s prevented the angiotensin II-induced increases in heart and lung weights (Figure 2F and G). Moreover, gene expression analysis revealed a significant increase in the expression of *Nppb*, encoding heart failure marker B-type natriuretic peptide (BNP), in angiotensin II-treated mouse hearts compared with control hearts, while VEGFCc156s significantly decreased *Nppb* expression in angiotensin II-infused hearts (Figure 2H).

Finally, cardiomyocyte cell size was examined using wheat germ agglutinin (WGA), which stains the cell membrane. Whereas angiotensin II infusion significantly increased cardiomyocyte size and heterogeneity, VEGFCc156s treatment prevented the change in cell size heterogeneity in angiotensin II-infused mouse hearts (Figure 2—figure supplement 1H–1J), confirming the beneficial effects of VEGFCc156s on angiotensin II-induced cardiac hypertrophy.

To understand how VEGFCc156s ameliorated cardiac dysfunction, the effect of VEGFCc156s on cardiac lymphatic vascular marker expression and VEGFR3-mediated signaling cascades was examined. Similar to what was observed in human hearts (Figure 1), a significant reduction in lymphatic endothelial marker podoplanin expression was observed in angiotensin II-infused hearts compared with control hearts, indicating a potential reduction in cardiac lymphatic vascular density. Interestingly, VEGFCc156s treatment restored podoplanin expression in angiotensin II-infused hearts back to control level, indicating that VEGFCc156s treatment may prevent the loss of cardiac lymphatic vessels during cardiac dysfunction (Figure 2—figure supplement 1K and L). Consistent with the protein expression analysis, immunohistochemistry revealed a significant reduction in podoplanin-positive lymphatic vessel density in angiotensin II-infused hearts, which was restored by VEGFCc156s treatment (Figure 2I and J). More interestingly, podoplanin-positive lymphatic vessel lumen area was significantly increased in the hearts of VEGFCc156s + angiotensin II-infused animals compared with animals that had been treated with angiotensin II alone, indicating that VEGFCc156s may improve lymphatic transport function in diseased animals (Figure 2K). Consistent with the ability of VEGFC to activate Akt and Erk pathways, we observed increased phospho-Akt levels and a trend towards an increase in phospho-Erk in VEGFCc156s-treated hearts compared with control or angiotensin II-infused hearts, indicating the activation of signaling pathways that promote survival and growth by VEGFCc156s treatment (Figure 2—figure supplement 1K, M and N). To further characterize the systemic lymphangiogenic effect of VEGFCc156s, we examined lymphatic vessel diameter and density in the ear skin by immunohistochemistry. Similar to its effects on cardiac lymphatic vessels, VEGFCc156s treatment also significantly increased lymphatic vessel diameter and lymphatic vascular density in the ear skin of treated animals, supporting a systemic lymphangiogenic response induced by VEGFCc156s treatment (Figure 2—figure supplement 1O–1R).

### VEGFCc156s improved cardiac lymphatic vascular function

To investigate whether the changes in podoplanin-positive lymphatic vessel density and lumen area in heart were translated into functional changes, we conducted lymphangiography to directly evaluate cardiac lymphatic transport function. FITC-dextran and cadaverine were injected intravenously to label the cardiac blood vasculature and reveal any vascular leak, respectively. Next, fluorescent qdots were injected into the apex of the heart. Qdots are macromolecules that diffuse into interstitial fluid and may be cleared by the lymphatic vasculature and transported back to the blood circulation (Henri et al., 2016; Shimizu et al., 2018). Angiotensin II treatment induced vascular leakage, leading to interstitial accumulation of cadaverine in angiotensin II-infused hearts. In contrast, VEGFCc156s-treated, angiotensin II-infused animals showed significantly reduced cadaverine accumulation in heart, indicating reduced leakage and improved fluid clearance (Figure 3A and B, Figure 3—figure supplement 1). We observed that in all animals, the qdots were transported back to the blood circulation within 5 mins after injection. However, quantification of the plasma qdot concentration, which is an indirect parameter to evaluate cardiac lymphatic transport efficiency, demonstrated a significant decrease in angiotensin II-infused mice compared with control mice, indicating impaired cardiac lymphatic transport. Conversely, VEGFCc156s treatment in the angiotensin II-infused mice significantly increased the plasma qdot concentration compared with the angiotensin II-infused mice, indicating improved cardiac lymphatic transport (Figure 3C). Concomitantly, a trend toward an increased heart wet-to-dry weight ratio was observed in angiotensin II-infused hearts, which was significantly reduced with VEGFCc156s treatment, indicating improved regulation of cardiac fluid balance in VEGFCc156s-treated mice (Figure 3D). These results demonstrated that VEGFCc156s treatment improved cardiac lymphatic vascular function in angiotensin II-infused animals, which may facilitate fluid balance regulation and contribute to the improved cardiac function observed after VEGFCc156s treatment.

**Figure 3.**
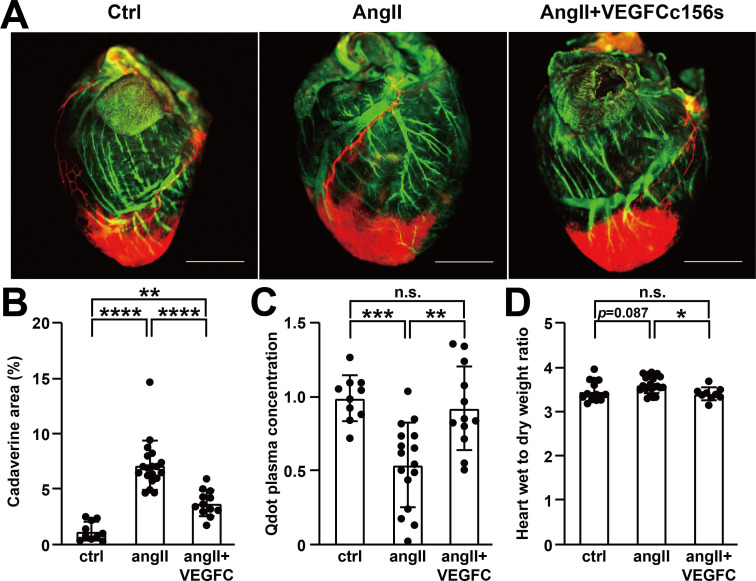
VEGFC_C156S_ treatment improved cardiac lymphatic vascular function. (**A**) Representative lymphangiography images of adult mouse hearts. FITC-dextran (green) indicates blood vessels, cadaverine (orange) indicates vascular leak and qdot (red) indicates injection site and cardiac lymphatics. Objective, 1x. Scale bar, 2000 μm. (**B**) Analysis of cadaverine-positive area (normalized to total area) in heart 5 mins after injection. The data were normalized to ctrl group and represented as fold change (*n* = 10–19/group). (**C**) Analysis of qdot plasma concentration 5 mins after injection (*n* = 10–16/group). (**D**) Wet-to-dry weight ratio of hearts (*n* = 9–22/group). Ctrl, control. AngII, angiotensin II. VEGFC, VEGFCc156s. Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for statistics. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n.s. not significant. Figure 3—source data 1.Raw data supporting Figure 3.

**Figure 3—figure supplement 1.**
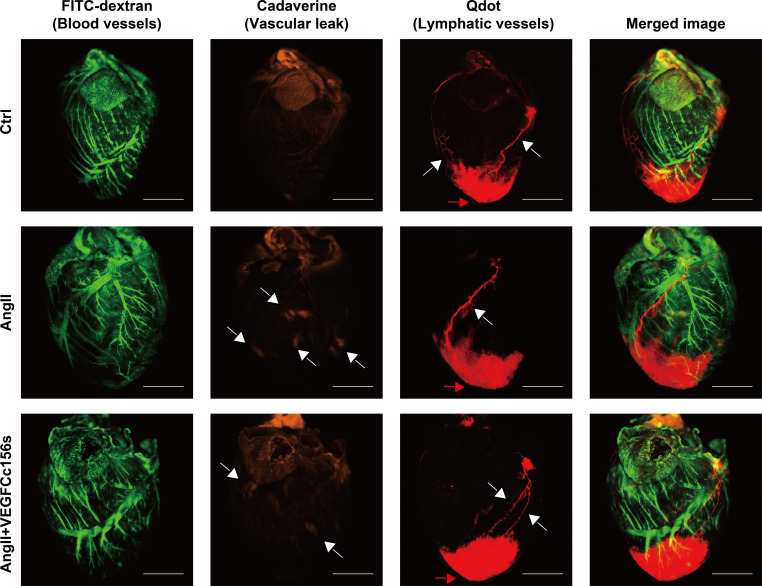
Single-channel lymphangiography images. FITC-dextran (green) indicates blood vessels, cadaverine (orange, with white arrowheads) indicates vascular leak and qdot (red) indicates injection site (with a red arrowhead) and lymphatic vessels (with white arrowheads). Objective, 1x. Scale bar, 2000 μm.

### VEGFCc156s ameliorated angiotensin II-induced inflammatory responses

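RNA from sorted lymphatic endothelial cells (LECs) of the heart and the diaphragm, from sorted blood endothelial cells (BECs) of the heart and from cardiomyocytes was sequenced in 48 libraries, 12 for each cell population. Each population had 4 libraries from control mice (ctrl), 5 from mice infused with angiotensin II (angII) and 3 from mice given angiotensin II and VEGFCc156s (angII+VEGFC). The tissue was collected 5 to 6 weeks after minipump implantation. Endothelial cells were sorted as live, CD31-positive and CD45.2-negative cells, with eGFP separating the LECs from the BECs, and cardiomyocytes were pelleted from the digested heart by low-speed centrifugation. The endothelial libraries were sequenced in 2 sets, and batch 1 and batch 2 stand for these sets here. The cardiomyocyte libraries were sequenced in 1 set.
The authors aligned the reads with STAR, estimated the abundance of the Ensembl transcripts with Salmon and deposited the abundance of 54752 genes in TPM, a measure of the share of a gene among the transcripts of its library, and 54723 of the genes have a gene symbol. TPM values sum to nearly the same total in every library, here 997657 to 999929, so the sequencing depth is unknown. The number of genes at 1 TPM or more was used to describe the libraries instead. In heart LECs it ranged from 16131 to 24086 (median 18360) in the ctrl group, from 19957 to 25896 (median 22814) in the angII group and from 16756 to 18884 (median 18425) in the angII+VEGFC group. In diaphragm LECs the ranges were 12924 to 18116 (median 16862), 20062 to 23691 (median 20742) and 14963 to 18373 (median 16427) in the same order of groups. In heart BECs they were 15423 to 21913 (median 18112), 15076 to 18380 (median 17439) and 15476 to 20652 (median 17688), and in cardiomyocytes 13020 to 14057 (median 13567), 13411 to 15816 (median 13547) and 13226 to 19306 (median 13849). In diaphragm LECs the angII libraries listed 5499 more genes on average than the ctrl libraries (two-sided exact permutation test, p = 0.00794, the smallest p that 5 libraries against 4 allow) and 5102 more than the angII+VEGFC libraries (exact p = 0.0179, the smallest that 5 against 3 allow). The corresponding differences in heart LECs were 3705 (exact p = 0.0873) and 4918 (exact p = 0.0357). Within batch 1 the angII library listed more genes than the angII+VEGFC or ctrl library in 8 of 9 heart LEC pairs and 9 of 9 diaphragm LEC pairs, and within batch 2 in 8 of 8 pairs of either population. None of these p-values stayed under 0.05 after Benjamini-Hochberg adjustment over the 168 comparisons of library measures (smallest adjusted p = 0.32 from the exact tests).
Expression was compared on log2(TPM + 1) values with limma, within each population, for genes at 1 TPM or more in at least 3 of its 12 libraries. Age and batch were covariates for the endothelial cells and age for the cardiomyocytes, and p-values were adjusted with the Benjamini-Hochberg method over all genes tested. Adding 1 TPM before the log2 step makes the fold changes of genes with few TPM smaller than their ratios of TPM. The labels of the libraries give ages of 8 to 16 months, whereas the methods of the paper give 9 to 15 weeks for the mice, and the ages in the labels were used. No library lay more than 3 SD from the mean of its population on the first or second principal component, the limit at which the authors removed libraries, and the farthest lay at 2.86 SD.

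**Figure D1:**
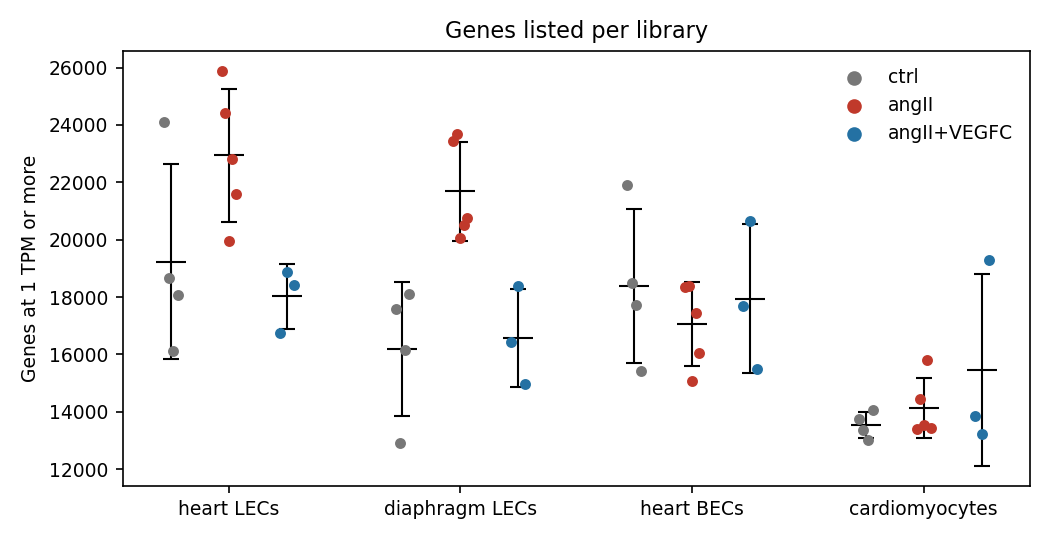
Number of genes at 1 TPM or more in each of the 48 libraries, by cell population and group, with the mean and SD. The 5 angII libraries of diaphragm LECs, at 20062 to 23691 genes, lie above all ctrl and angII+VEGFC libraries of that population.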

To further characterize the effects of VEGFCc156s on angiotensin II infusion-induced cardiac dysfunction, we conducted RNA sequencing (RNA-seq) analysis to profile the transcriptional changes in different cell populations from the heart. Transcriptional changes in diaphragm lymphatic endothelial cells (LECs) were also profiled to evaluate the effect of VEGFCc156s on peripheral lymphatics, as the treatment is systemic. To efficiently distinguish LECs from blood endothelial cells (BECs), we generated a Prox1-eGFP knock-in mouse model in which eGFP expression is driven by the endogenous promoter of the lymphatic endothelial marker *Prox1* gene using CRISPR/Cas9 technology and confirmed the eGFP signals from lymphatic vessels in the heart and the diaphragm (Figure 4—figure supplement 1A–1C). The Prox1-eGFP mice were next used for in vivo studies following the study design shown in Figure 2A. 

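The sorted populations were compared by the expression of marker genes in libraries of the same mouse, with two-sided exact sign-flip permutation tests. Prox1 was at 172 ± 36.6 TPM (SD, n = 12) in heart LECs and 3.49 ± 1.60 TPM (SD, n = 12) in heart BECs, and was higher in heart LECs in 12 of 12 mice, by 5.33 log2 units on average (exact p = 4.883e-04, the smallest that 12 mice allow). In diaphragm LECs Prox1 was at 234 ± 36.6 TPM (SD, n = 12), above the heart BECs of the same mouse in 11 of 11 mice (exact p = 9.766e-04, the smallest that 11 mice allow). The eGFP used in the sort is expressed from the Prox1 locus, so both differences follow from the sort and are no separate test of identity. Cardiomyocytes had 3.25 ± 1.76 TPM of Prox1 (SD, n = 12). The other lymphatic markers followed Prox1, with Lyve1 at 1375 ± 224 TPM in heart LECs and 44.8 ± 14.5 TPM in heart BECs, Flt4 at 460 ± 112 and 50.7 ± 11.8 TPM, and Pdpn at 66.3 ± 14.4 and 2.34 ± 1.71 TPM (SD, n = 12 each), each higher in the heart LECs of 12 of 12 mice. Nos3, a gene of blood endothelium, was at 308 ± 28.9 TPM in heart BECs and 187 ± 48.3 TPM in heart LECs, a mean difference of 0.76 log2 units in the 12 mice. Myh6, which encodes the alpha myosin heavy chain of cardiomyocytes, was at 2081 ± 795 TPM in cardiomyocytes and 19.5 ± 13.4 TPM in heart LECs. Over the 8 marker comparisons the Benjamini-Hochberg adjusted values of these exact tests were at most 9.766e-04. No 2 of the 48 libraries were identical, the highest correlation between a pair being 0.986.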

From the animals, LECs, BECs and cardiomyocytes were isolated from the heart, and LECs were additionally isolated from the diaphragm following an optimized protocol (Figure 4—figure supplement 1D) and used for RNA-seq. A principal component analysis of the normalized expression counts across cell types indicated that the samples clustered based on cell population and showed a distinct expression profile (Figure 4—figure supplement 1E). 

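The principal components were computed here from log2(TPM + 1) of the 33308 genes that passed the filter in at least one population. PC1 carried 31.1% of the variance, PC2 11.6% and PC3 10.9%. On PC1 and PC2 the nearest library belonged to the same population for 12 of 12 cardiomyocyte, 10 of 12 heart BEC, 8 of 12 heart LEC and 5 of 12 diaphragm LEC libraries, 35 of 48 in all. The silhouette width, which is near 1 for a library close to its own population and far from the others and below 0 for one closer to another population, averaged 0.80 in cardiomyocytes, 0.52 in heart BECs, 0.02 in heart LECs and -0.29 in diaphragm LECs. Its mean over the 48 libraries was 0.26, and with the 500 most variable genes, the alternative that moved it most, it was 0.60. A pseudocount of 0.1 lowered it to 0.21, and scaling each gene to unit variance to 0.15. Over the first 10 components the nearest library was of the same population for 47 of 48 libraries and of the same treatment for 18 of 48. Within each endothelial population, the positions on PC1 and PC2 rose with the number of genes at 1 TPM or more. On PC1 Spearman's rho was 0.888 in heart LECs, 0.965 in diaphragm LECs and 0.958 in heart BECs. The values that follow are for PC2. In heart LECs Spearman's rho was 0.895 (permutation p = 1.9e-04) and Pearson's r 0.882 (permutation p = 1.5e-04) over 12 libraries, and r was 0.885 without the 2 libraries farthest from the median, 0.839 in batch 1 and 0.969 in batch 2. In diaphragm LECs rho was 0.979 and r 0.845 (permutation p = 1e-05 for each, the smallest that 100000 resamples can give), with r at 0.989 without the 2 farthest libraries and 0.850 and 0.990 in the batches. In heart BECs rho was 0.937 (permutation p = 4e-05) and r 0.984 (permutation p = 1e-05, the smallest possible), with r at 0.953 without the 2 farthest libraries and 0.976 and 0.996 in the batches. Over the 6 relations computed, with PC1 and PC2 in 3 populations, all adjusted p-values of rho were at most 2.1e-04 in these permutation tests.

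**Figure D2:**
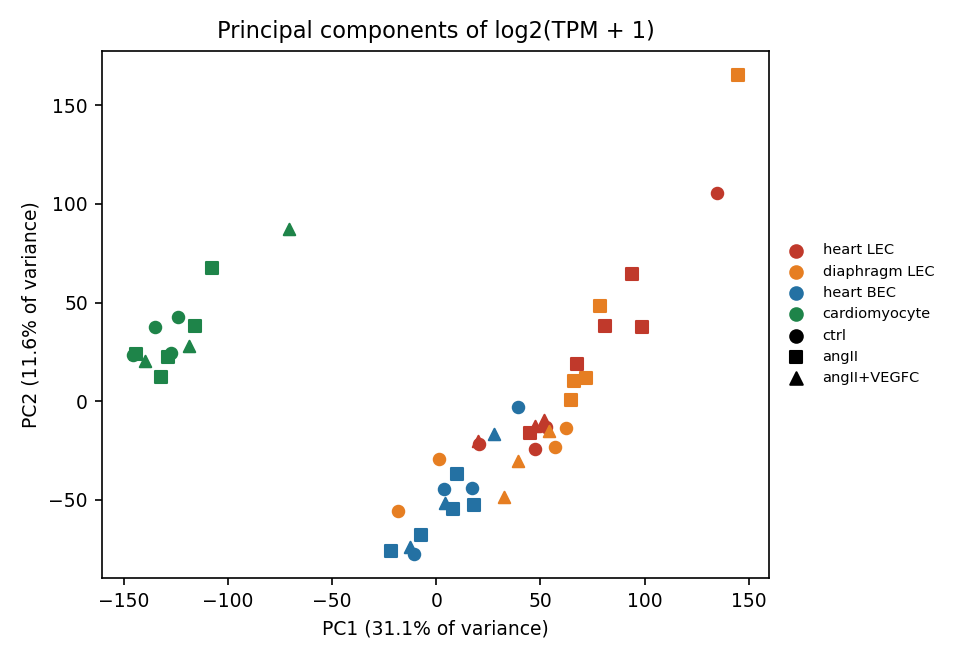
First (31.1% of the variance) and second (11.6%) principal components of log2(TPM + 1) in the 48 libraries, with the populations and treatments marked. The cardiomyocyte libraries stand apart on PC1, and the diaphragm LEC and heart LEC libraries overlap.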

Differential expression and signaling pathway analysis revealed that angiotensin II significantly altered gene expression in all four cell populations. 

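Between the angII and ctrl groups, 7 of 26803 genes tested in heart LECs had an adjusted p-value under 0.05 in limma, all of them higher in the angII group, and 2911 genes (2395 higher, 516 lower) had an unadjusted p-value under 0.05, a level that 1340 of the genes would pass by chance. The 7 genes were Hspb7, Ogn, Sybu, Ccn5, Col1a2, Adprhl1 and Ndufaf6. Ccn5 (ENSMUSG00000027656) was at 20.4 ± 9.20 TPM (SD, n = 5) with angII and 1.50 ± 2.19 TPM (SD, n = 4) in ctrl, a log2 fold change of 3.50 (SE 0.52, limma adjusted p = 0.0293). Sybu, at 12.3 ± 2.14 and 0.399 ± 0.649 TPM, changed by 3.39 (SE 0.50) and Adprhl1, at 15.2 ± 8.73 and 0.580 ± 0.380 TPM, by 3.37 (SE 0.51), with the same limma adjusted p for both. With a pseudocount of 0.1 in place of 1, 0 genes had an adjusted p-value under 0.05 and 3333 an unadjusted one, and leaving out one library at a time gave 0 to 32 genes. In diaphragm LECs 0 of 23839 genes passed and 3651 (3306 higher, 345 lower) had an unadjusted p-value under 0.05, against 1192 by chance (smallest limma adjusted p = 0.297). With 1 surrogate variable, a covariate estimated from the data, 520 genes passed there, 462 higher and 58 lower. It was the main axis of the residuals of the model, whereas the authors used sva. Such an axis leaves every fold change as it was and takes up residual spread. Its calls therefore do not show what the method of the authors gives. In heart BECs 0 of 21281 genes passed and 1149 (547 higher, 602 lower) had an unadjusted p-value under 0.05, against 1064 by chance (smallest limma adjusted p = 0.196). In cardiomyocytes 14 of 15691 genes passed, 12 higher and 2 lower, and 1545 had an unadjusted p-value under 0.05, against 785 by chance; with 1 surrogate variable 273 passed, these 14 among them. Cthrc1 (ENSMUSG00000054196), with the largest change of the 14, was at 60.2 ± 13.6 TPM (SD, n = 5) in cardiomyocytes with angII and 6.31 ± 2.30 TPM (SD, n = 4) in ctrl, a log2 fold change of 3.07 (SE 0.50, limma adjusted p = 0.0420). Ccn5 changed by 2.52 (SE 0.29, limma adjusted p = 0.00513). In these pelleted libraries fibroblast markers were also higher with angII by 0.97 log2 units and macrophage markers by 0.84. The exact permutation test gave p = 0.00794 for each, the smallest possible, and 0.32 adjusted. Whether the 14 genes changed in the cardiomyocytes themselves or in other cells of the pellet was not tested. The call was lost for Cthrc1 in 9 of 9 fits that left out one library, and for Ccn5 in 2 of 9. Across these fits 0 to 16 genes passed in cardiomyocytes, and with no filter on low values 0 did. The median log2 fold change of all genes tested was 0.23 in heart LECs, 0.28 in diaphragm LECs, -0.06 in heart BECs and 0.12 in cardiomyocytes, and changes of single genes are read against these medians. Quantile normalization, which gives every library the same distribution of values, left 0 genes in heart LECs (2373 at an unadjusted p under 0.05) and gave 37 in cardiomyocytes, 30 higher and 7 lower.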

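The change from angII to angII+VEGFC was tested in each population and then compared between the endothelial populations. The number of genes with an adjusted p-value under 0.05 in limma was 0 in all 4 populations. At an unadjusted p under 0.05 there were 2906 genes in heart LECs (292 higher with VEGFCc156s, 2614 lower), 2094 in diaphragm LECs (267 higher, 1827 lower), 551 in heart BECs and 378 in cardiomyocytes. The median log2 change of all genes tested was -0.37 in heart LECs and -0.21 in diaphragm LECs. No gene, 0 in each population, passed in both contrasts with opposite signs. Where the second contrast was taken at an unadjusted p under 0.05, 6 of the 7 genes called in heart LECs and 1 of the 14 in cardiomyocytes changed in the opposite direction. The alternative that moved this contrast most in heart LECs, a fit of the angII and angII+VEGFC libraries alone, gave 5 genes.
A gene that is high in the angII libraries by chance rises in the first contrast and falls in the second, because the angII libraries enter both. The 200 genes with the smallest p in angII against ctrl were therefore chosen with 3 of the 5 angII mice, and their change with VEGFCc156s was measured against the other 2, for all 10 choices of the mice. The median percentage of the 200 genes that changed in the opposite direction was 74% in heart LECs (58.5% to 81.5% over the 10 choices), 70% in diaphragm LECs (57.5% to 80.5%), 44% in heart BECs (30.5% to 60.5%) and 18.25% in cardiomyocytes (4% to 44%). Of the 56 ways to label the 8 libraries as 5 angII and 3 angII+VEGFC, 1 gave a percentage as high in heart LECs and 1 in diaphragm LECs, the real labels in both, against 33 in heart BECs and 47 in cardiomyocytes. Among genes with a mean of at least 20 TPM the percentage was 69% in heart LECs (3 of 56 labellings as high) and 56.5% in diaphragm LECs (14 of 56). With the same 5 angII mice in both contrasts it was 99.5%, 98%, 66% and 32% in the order given.
The difference between the 3 endothelial populations was tested gene by gene as an interaction in limma. In angII against ctrl, 0 genes passed for heart LECs against heart BECs (2354 at an unadjusted p under 0.05) and 0 for diaphragm LECs against heart BECs (3616 unadjusted), and 2 passed for heart LECs against diaphragm LECs (3178 unadjusted). In angII+VEGFC against angII the counts were 0, 0 and 0 (2106, 2294 and 1600 unadjusted). With the mouse as a replicate block, the counts were 0, 0 and 7 for angII against ctrl and 0, 0 and 0 for angII+VEGFC against angII. Libraries of the same mouse deviated from their group means with a mean correlation of 0.0652 across genes (34 pairs, range -0.137 to 0.250), and libraries of different mice with -0.0187 (116 pairs), so the block and the fit without it are both given.

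**Figure D3:**
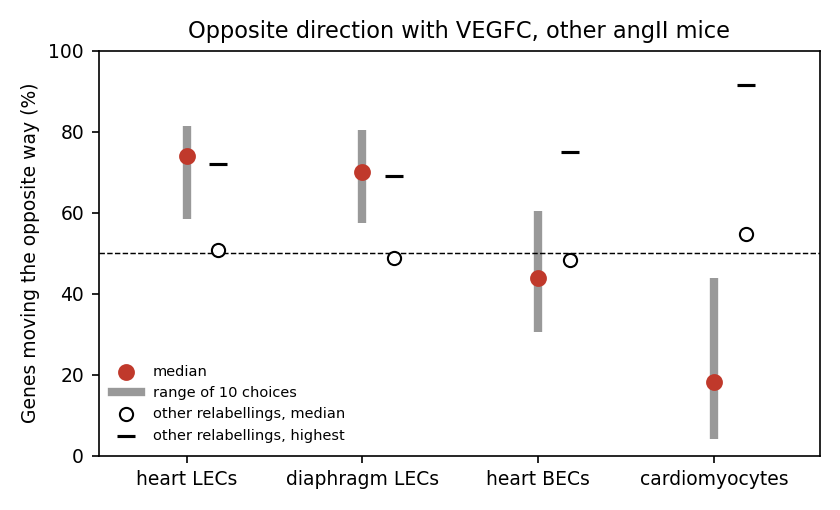
Percentage of the 200 genes chosen in angII against ctrl with 3 angII mice that changed in the opposite direction in angII+VEGFC against the other 2 angII mice, by population. Red dots are medians of 10 choices of mice (74%, 70%, 44% and 18.25%), grey bars their range, and open circles and black dashes the median and highest of the other labellings.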

VEGFCc156s treatment reversed many of these changes in heart and diaphragm LECs but not in cardiomyocytes or cardiac BECs, confirming the specificity of VEGFCc156s effects on the lymphatic vasculature (Figure 4A–C, Figure 4—figure supplement 1F–1H). A causal reasoning analysis was performed to predict potential upstream regulators for the modulated genes. This analysis predicted that angiotensin II is a causal factor for the gene expression changes in cardiomyocytes from both the angiotensin II-infused and the VEGFCc156s-treated, angiotensin II-infused group, confirming similar effects of angiotensin II on cardiomyocytes at endpoint (Figure 4—figure supplement 1I). 

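In cardiomyocytes, 104 of 15691 genes differed between the angII+VEGFC and ctrl groups at an adjusted p-value under 0.05 in limma, 61 higher and 43 lower, and 2017 at an unadjusted p-value under 0.05. Of the 14 genes called between angII and ctrl, 13 were among the 104 and 14 changed in the same direction. Both contrasts share the ctrl libraries, so a gene low or high there by chance moves the same way in both. How large an overlap this alone gives was not computed, so the overlap does not show that the treated groups are alike. With no filter on low values 0 genes passed in this contrast (3074 at an unadjusted p under 0.05), and leaving out one library at a time gave 0 to 827 genes. Igfbp2 (ENSMUSG00000039323) rose from 1.65 ± 1.54 TPM (SD, n = 4) in ctrl to 45.1 ± 46.9 TPM (SD, n = 3) with angiotensin II and VEGFCc156s, a log2 fold change of 3.71 (SE 0.64, limma adjusted p = 0.0264). Sbk3 changed by -3.34 (SE 0.71, limma adjusted p = 0.0480), from 52.2 ± 18.6 to 7.43 ± 7.74 TPM. Igfbp2 and Sbk3 each lost their call in 6 of 7 fits that left out one library. The 18 genes of a list of cardiac stress and fibrosis genes, fixed in advance, were all higher than in ctrl in both treated groups. Their mean log2 fold change was 1.17 with angII and 1.41 with angII+VEGFC, against medians of 0.12 and 0.11 over all genes tested (limma camera test across 20 set comparisons, adjusted p = 7.65e-10 and 5.45e-10). The camera test assumes a fixed correlation between the genes of a set, and with the correlation estimated from the data the adjusted p was 0.283 for both in limma. No single gene of the list passed over all genes, the smallest limma adjusted p being 0.0812 for Postn with angII (log2 fold change 2.00, SE 0.41) and 0.0514 for Ccn2 with angII+VEGFC (2.04, SE 0.44). Acta1 changed by 2.55 (SE 0.76) and 3.20 (SE 0.87), and Nppb by 1.22 (SE 0.60) and 1.55 (SE 0.69). Fibroblast and macrophage markers were also higher than in ctrl with angII+VEGFC, by 1.01 and 0.87 log2 units. The exact permutation tests gave p = 0.0571 and 0.0286 (0.343 and 0.32 adjusted). Other cells in the pellet were not tested as a source of the called genes or of this list. The authors derived the causal factor from a proprietary network, which was not used here.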

One common causal factor and related pathway that was activated by VEGFCc156s treatment in LECs from both heart and diaphragm is MYCN, suggesting the activation of lymphatic endothelial cell growth and proliferation by VEGFCc156s (Figure 4—figure supplement 1J). 

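Mycn (ENSMUSG00000037169), on chromosome 12 of GRCm38 from 12936093 to 12941914, was at 14.3 ± 7.08 TPM (SD, n = 4) in heart LECs of ctrl mice, 21.4 ± 10.3 TPM (SD, n = 5) with angII and 10.4 ± 8.29 TPM (SD, n = 3) with angII+VEGFC. Its log2 change with VEGFCc156s was -1.54 (SE 0.69, limma adjusted p = 0.446), and -0.44 in batch 1 and -1.82 in batch 2, where batch 1 holds 1 angII+VEGFC library. The change lay between -2.02 and -0.08 when one library was left out. In diaphragm LECs Mycn was at 12.3 ± 7.03, 9.03 ± 2.85 and 5.97 ± 2.68 TPM in the same order of groups, and its change with VEGFCc156s was -0.88 (SE 0.54, limma adjusted p = 0.604), with -0.40 and -0.60 in the batches. From ctrl to angII it changed by 0.61 in heart LECs (SE 0.58) and -0.15 in diaphragm LECs (SE 0.46), the latter between -0.82 and 0.18 when one library was left out. The transcript does not measure the activity of the protein, so a list of 30 growth and cell cycle genes that MYC proteins activate, fixed in advance, was compared with all other genes. With VEGFCc156s its mean log2 change was -0.04 in heart LECs, where 16 of 30 genes rose against a median of -0.37 for all genes tested, and 0.11 in diaphragm LECs, where 19 of 30 rose against a median of -0.21 (limma camera test, adjusted p = 0.00614 for each). After quantile normalization the means were 0.09 and 0.21, and the limma adjusted p was 0.403 and 0.281. With angII the mean change was 0.00208 in heart LECs (12 of 30 higher, limma adjusted p = 0.00694) and 0.06 in diaphragm LECs (17 of 30 higher, limma adjusted p = 0.365), and quantile normalization turned these means to -0.09 and -0.08.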

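The genes labelled in Fig. 4A and Fig. 4B were followed from ctrl to angII in the LECs of the heart and the diaphragm. These genes are the paper's own calls on the same libraries, so adjusting over the lists alone says nothing about their stability. Of the 12 genes labelled for heart LECs, 9 passed the filter on low values, 6 of them higher and 3 lower with angII, with a median log2 fold change of 1.15. Over all genes tested 0 passed in limma, 4 passed when adjusted over the list alone, and 6 had an unadjusted p-value under 0.05. Pdgfb (ENSMUSG00000000489, chromosome 15 of GRCm38, 79995874 to 80014977) rose from 12.9 ± 12.5 TPM (SD, n = 4) to 34.2 ± 6.87 TPM (SD, n = 5), a log2 fold change of 2.09 (SE 0.61, limma adjusted p = 0.254). Its change was 3.18 in batch 1 and 1.06 in batch 2. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889), which encodes IP-10, rose from 16.9 ± 21.0 to 33.1 ± 19.5 TPM, by 1.18 (SE 0.55, limma adjusted p = 0.449), and by 0.77 in batch 1 and 1.73 in batch 2. Its groups overlapped (exact permutation test, p = 0.135). Apln rose by 1.98 (SE 0.60, limma adjusted p = 0.280), with 1.88 and 1.50 in the batches, and Scube1 by 1.93 (SE 0.52, limma adjusted p = 0.225). The changes of Itga3, Tep1 and Ccl6 were -0.96, -0.72 and -1.05, and that of Ccl6 was -2.43 in batch 1 and 0.80 in batch 2. Cxcl1, which encodes KC/GRO, rose from 62.4 ± 19.7 to 131 ± 40.1 TPM, by 1.01 (SE 0.27, limma adjusted p = 0.220).
In diaphragm LECs, 15 of the 18 labelled genes passed the filter, 11 of them higher with angII and 4 lower (Ccl6, Ccl9, Cd274 and Gdf10), with a median of 0.70. Of these, 0 passed over all genes, 0 over the list alone, and 2 had an unadjusted p-value under 0.05. C1qb (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187), a complement gene of macrophages, rose from 8.27 ± 12.1 TPM (SD, n = 4) to 22.4 ± 19.0 TPM (SD, n = 5), by 1.94 (SE 0.57, limma adjusted p = 0.297), with 3.41 in batch 1 and 0.22 in batch 2. Cd34 rose by 0.90 (SE 0.32, limma adjusted p = 0.299). Among chemokine ligands, a family list fixed in advance, 14 of 27 were higher in heart LECs, with a mean log2 fold change of 0.20 against the median of 0.23 for all genes (limma camera test, adjusted p = 0.534), and quantile normalization reversed the mean to -0.0018. In diaphragm LECs 20 of 26 were higher, with a mean of 0.54 against 0.28 (adjusted p = 0.534). In heart BECs and cardiomyocytes the means were -0.16 and 0.25. Collagen genes rose in heart LECs by 0.78 on average, 29 of 35 higher (limma adjusted p = 6.59e-05, and 0.137 with the correlation estimated). In the same libraries the mean of 12 fibroblast markers, 3 of them collagens, was higher with angII by 1.24 log2 units (exact permutation test, p = 0.0397, and 0.343 after adjustment over the 168 library comparisons), and the mean of the 8 other than collagens and Postn was higher by 0.75 in batch 1 and 1.32 in batch 2. Erythroid, cardiomyocyte and BEC markers were also higher with angII, by 3.08, 1.46 and 1.06 (exact p = 0.0159, 0.0238 and 0.0238, each 0.32 adjusted). Macrophage and platelet markers did not differ (exact p = 0.437 and 0.294). With VEGFCc156s the erythroid markers fell by 3.50 (exact p = 0.0179, the smallest possible, and 0.32 adjusted).

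**Figure D4:**
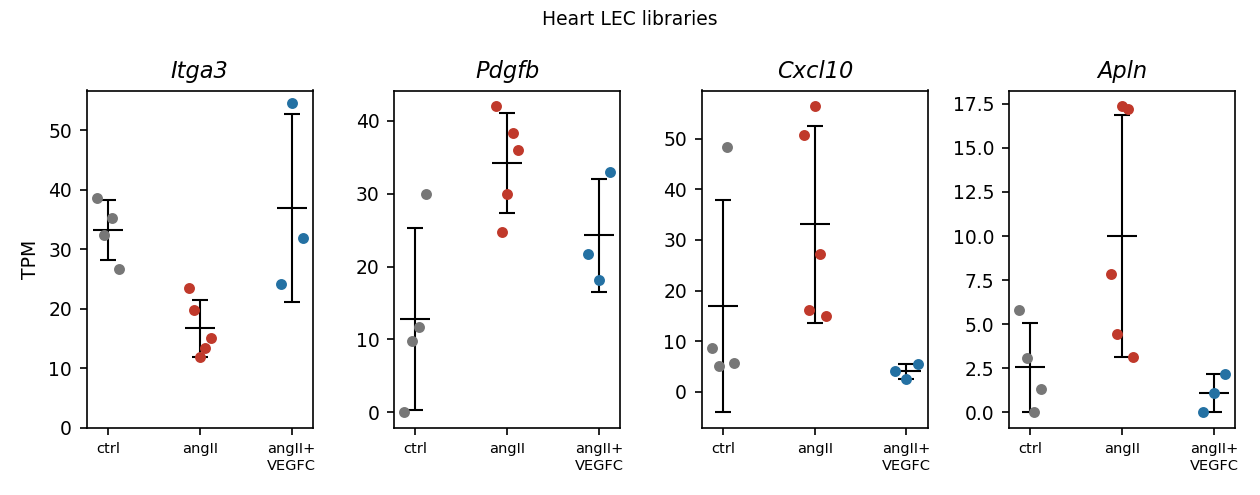
TPM of Itga3, Pdgfb, Cxcl10 and Apln in each heart LEC library by group, with the mean and SD. Pdgfb averaged 12.9 TPM in ctrl and 34.2 TPM in the angII group, and Itga3 33.3 and 16.7 TPM.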

Notably, angiotensin II infusion upregulated the expression of multiple genes involved in inflammation, chemotaxis and related pathways in LECs from both heart and diaphragm. Conversely, VEGFCc156s treatment downregulated the expression of these inflammatory and chemotactic genes (Figure 4A–C). 

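With VEGFCc156s, 6 of the 9 genes tested from Fig. 4A fell in heart LECs and 3 rose, with a median log2 change of -1.07 against -0.37 for all genes. In limma 0 passed over all genes, 5 over the list alone, and 6 had an unadjusted p-value under 0.05. Cxcl10 was at 4.03 ± 1.55 TPM (SD, n = 3), a log2 change of -2.23 (SE 0.65, limma adjusted p = 0.413), and every angII+VEGFC library lay below every angII library (exact permutation test, p = 0.0179, the smallest that 3 libraries against 5 allow). The change was -3.43 in batch 1, which holds 1 angII+VEGFC library, and -1.88 in batch 2. Apln (ENSMUSG00000037010, chromosome X of GRCm38, 48025146 to 48034853) went from 10.0 ± 6.88 to 1.09 ± 1.08 TPM, a change of -2.96 (SE 0.72), and by -2.19 and -2.29 in the batches. Nos2, Scube1, Lif and Pdgfb changed by -1.64, -2.12, -1.07 and -0.49. Itga3 rose to 36.9 ± 15.8 TPM, by 1.02 (SE 0.32), and Ccl6 by 2.08 (SE 0.98), with -0.27 and 2.36 in the batches. Cxcl1 changed by -0.74 (SE 0.32, limma adjusted p = 0.442).
In diaphragm LECs 14 of the 15 genes tested from Fig. 4B fell, with a median of -1.70 against -0.21 for all genes. Here 0 passed over all genes, 2 over the list alone and 7 had an unadjusted p-value under 0.05. C1qb was at 0.823 ± 1.28 TPM (SD, n = 3), a change of -4.12 (SE 0.66, limma adjusted p = 0.474 over all genes and 2.98e-04 over the list), with -3.10 and -2.99 in the batches. Pf4 (ENSMUSG00000029373, chromosome 5, 90772435 to 90773383), a platelet and macrophage gene, went from 56.02 ± 29.8 to 10.6 ± 5.18 TPM, a change of -2.31 (SE 0.57, limma adjusted p = 0.00788 over the list). Fcgr3 was listed at 0 in all 3 angII+VEGFC libraries, and at 2.37 ± 1.43 TPM in the angII libraries. The mean of 11 macrophage markers outside the list was 2.71 ± 0.38 log2 units with angII (SD, n = 5) and 1.78 ± 0.24 with angII+VEGFC (SD, n = 3; exact permutation test, p = 0.0179, the smallest possible). In ctrl it was 2.55 ± 0.48 (SD, n = 4), so a rise of this mean with angII was not shown (exact permutation test, p = 0.563). Of 26 chemokine ligands in diaphragm LECs 7 rose, with a mean log2 change of -0.70 (limma camera test, adjusted p = 0.173, and 0.0409 with a mean of -0.46 after quantile normalization). In heart LECs 12 of 27 rose, with a mean of -0.11 (limma adjusted p = 0.218), which quantile normalization reversed to 0.25. The means in heart BECs and cardiomyocytes were -0.11 and 0.06 (limma adjusted p = 0.173 and 0.257).

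**Figure D5:**
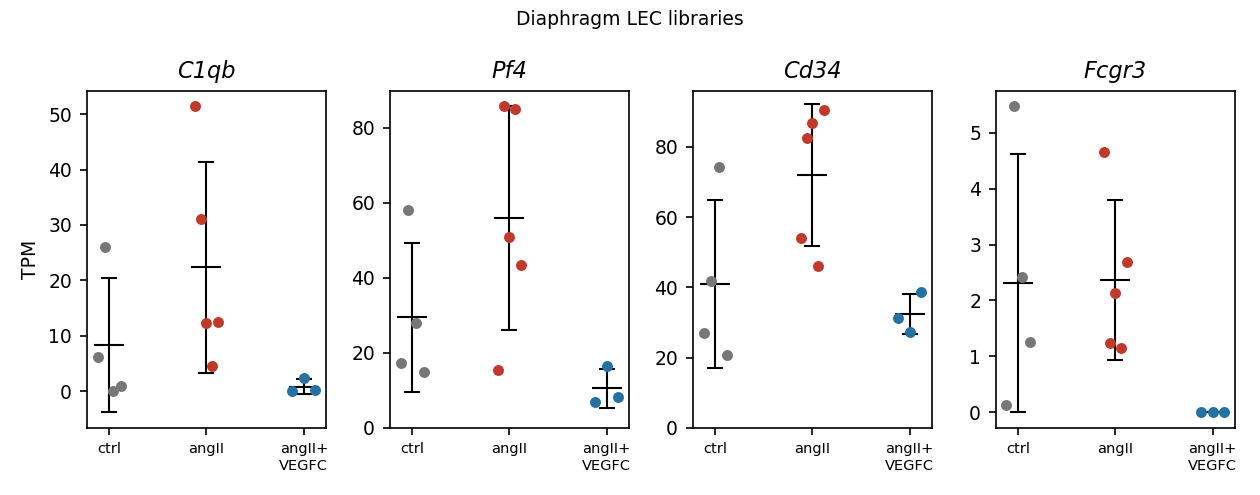
TPM of C1qb, Pf4, Cd34 and Fcgr3 in each diaphragm LEC library by group, with the mean and SD. Pf4 averaged 56.02 TPM in the angII group and 10.6 TPM in the angII+VEGFC group, and Fcgr3 was listed at 0 in the 3 angII+VEGFC libraries.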

Causal reasoning analysis also suggested that toll-like receptor 4 (TLR4) and toll-like receptor 3 (TLR3) signaling pathways were activated in LECs from angiotensin II-infused hearts but were reduced in LECs from VEGFCc156s-treated, angiotensin II-infused hearts, supporting a beneficial effect of VEGFCc156s treatment on angiotensin II infusion-induced inflammatory pathways in LECs (Figure 4—figure supplement 1J).

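Tlr4 (ENSMUSG00000039005, chromosome 4 of GRCm38, 66827584 to 66930284) was at 4.43 ± 1.50 TPM (SD, n = 4) in heart LECs of ctrl mice, 5.30 ± 0.933 TPM (SD, n = 5) with angII and 4.52 ± 1.35 TPM (SD, n = 3) with angII+VEGFC. Its log2 fold change was 0.23 with angII (SE 0.44, limma adjusted p = 0.889) and -0.16 with VEGFCc156s (SE 0.52, limma adjusted p = 0.920), and the latter was 0.34 after quantile normalization. Tlr3 (ENSMUSG00000031639, chromosome 8, 45395665 to 45411080) was at 19.0 ± 3.23, 22.4 ± 5.65 and 18.8 ± 3.96 TPM in the same order of groups, with changes of 0.27 (SE 0.29) and -0.39 (SE 0.35). In batch 1 and batch 2 Tlr3 changed by 0.41 and -0.02 with angII, so its rise was not seen in both. For the responses downstream of the receptors, 27 inflammatory and interferon response genes fixed in advance were tested as a set in heart LECs. With angII 19 of 27 were higher, with a mean log2 fold change of 0.41 against a median of 0.23 for all genes (limma camera test, adjusted p = 0.365). With VEGFCc156s 6 of 27 were higher, with a mean of -0.53 against -0.37 (limma adjusted p = 0.400). After quantile normalization, which removes the shift of the median, the means were 0.33 (limma adjusted p = 0.0257) and -0.37 (limma adjusted p = 0.0160). From the predicted activation of both receptors in the angII hearts and its reduction with VEGFCc156s, the paper proposes that the treatment has a beneficial effect on the inflammatory pathways that angiotensin II induces in LECs.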

**Figure 4.**
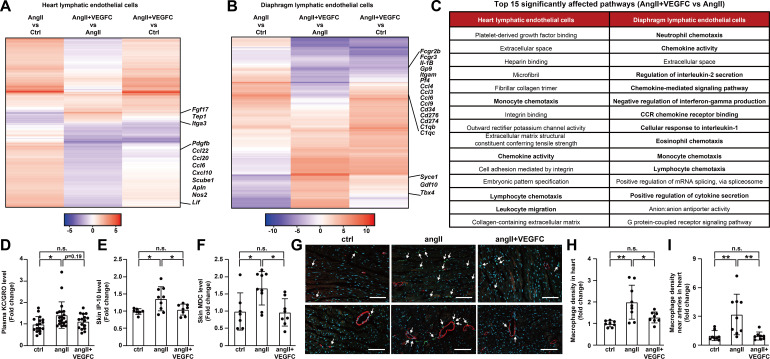
VEGFC_C156S_ treatment ameliorated angiotensin II-induced inflammatory responses. (**A–B**) Heat map visualization of all FDR-significant differential expression changes in genes comparing angII and ctrl groups (angII vs ctrl), angII+VEGFC and angII groups (angII+VEGFC vs angII), and angII+VEGFC and ctrl groups (angII+VEGFC vs ctrl) in heart lymphatic endothelial cells (LECs) and diaphragm LECs. The differential expression test-statistics are indicated by the shading in the heatmap and several genes that are significantly regulated by VEGFC treatment are shown. (**C**) Top 15 affected signaling pathways in angII+VEGFC vs angII comparison for heart LECs and diaphragm LECs from gene ontology (GO) pathway analysis. (**D**) KC/GRO levels in mouse plasma (*n* = 16–21/group). (**E–F**) IP-10 and MDC levels in native mouse skin lysates. The values of IP-10 levels were log-transformed, and the values were normalized to the ctrl group and represented as fold change (*n* = 7–9/group). (**G**) Mouse hearts were fixed, OCT embedded, sectioned, and stained for CD68 (green), smooth muscle actin (red) and DAPI (light blue). Representative images for each group are shown and CD68/DAPI double-positive macrophages are indicated with arrowheads. Scale bar, 100 μm. (**H–I**) CD68/DAPI double-positive macrophage density and macrophage density near smooth muscle actin-positive arteries (normalized to total area and represented as fold change to ctrl group) in mouse hearts (*n* = 8–9/group). Ctrl, control. AngII, angiotensin II. VEGFC, VEGFCc156s. Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for all figures except 4E (One-way *ANOVA* with Tukey’s posthoc was used for log-transformed data). *p<0.05, **p<0.01, n.s. not significant. Figure 4—source data 1.Raw data supporting Figure 4.

**Figure 4—figure supplement 1.**
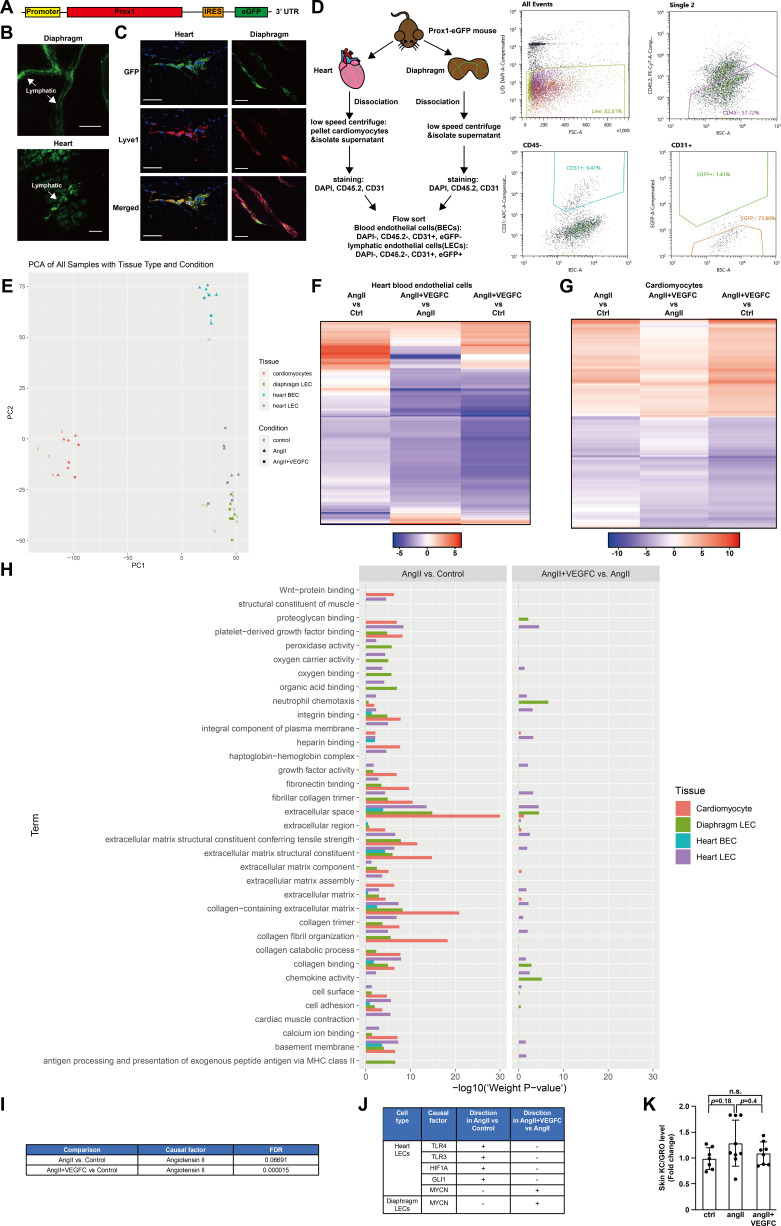
Isolation of cardiomyocytes, lymphatic endothelial cells and blood endothelial cells using Prox1-eGFP mice for RNA-seq and additional data analysis. (**A**) Design of Prox1-eGFP KI mouse model. The model was generated using CRISPR/Cas9 Technology, and an *IRES-eGFP* cassette was inserted into the 3’UTR of the endogenous *Prox1* locus. (**B**) Representative images of lymphatic vessels with eGFP fluorescence in the diaphragm(top) and heart(bottom) from Prox1-eGFP mice. Scale bar, 100 μm. (**C**) Representative images of lymphatic vessels in the heart (left) of Prox1-eGFP mice stained with GFP (green), Lyve1 (lymphatic endothelial marker, red) and DAPI(blue), and lymphatic vessels in the diaphragm(right) of prox1-eGFP mice stained with GFP (green) and Lyve1 (red). The GFP stain overlapped with Lyve1 stain. Scale bar, 50 μm. (**D**) Schematic illustration of cardiomyocytes, heart lymphatic endothelial cell (heart LEC), heart blood endothelial cell (heart BEC) and diaphragm lymphatic endothelial cell (diaphragm LEC) isolation from Prox1-eGFP mice and representative flow cytometry plots. (**E**) Principal component analysis (PCA) for RNA-seq data, with tissue and treatment conditions denoted by color and shape, respectively. (**F–G**) Heat map visualization of all FDR-significant differential expression changes in genes comparing angII and ctrl groups (angII vs ctrl), angII+VEGFC and angII groups (angII+VEGFC vs angII), and angII+VEGFC and ctrl groups (angII+VEGFC vs ctrl) in heart BECs and cardiomyocytes. The differential expression test-statistics are indicated by the shading in the heatmap. (**H**) Summary of signaling pathway analysis in angII vs ctrl and angII+VEGFC vs angII comparisons in different tissue and cell types. The unit for x-axis (-log10(‘weight p-value’)) indicates significance level and does not indicate directionality of the change. (**I**) Causal reasoning analysis indicated that angiotensin II is a causal factor for the transcriptional changes in cardiomyocytes in both angII vs ctrl comparison and angII+VEGFC vs ctrl comparison. FDR less than 0.05 was defined as significant. (**J**) Top five common FDR-significant causal proteins for heart LECs and the common FDR-significant causal protein for diaphragm LECs in angII vs ctrl comparison and angII+VEGFC vs angII comparison from causal reasoning analysis. The directionality of the effect was shown in the table as activation (+) and inactivation (-). (**K**) KC/GRO levels in native mouse skin lysates. The values of KC/GRO were log-transformed, and the values were normalized to the ctrl group and represented as fold change (*n* = 7–9/group). Ctrl, control. AngII, angiotensin II. VEGFC, VEGFCc156s. Data are mean ± s.d. One-way *ANOVA* with Tukey’s posthoc was used for log-transformed data. n.s. not significant.

To validate the findings from the RNA-seq analysis, we examined circulating chemokine levels as well as chemokine levels in skin, which is highly vascularized with lymphatic capillaries. Consistent with the RNA-seq analysis, a significant 43% increase in plasma KC/GRO levels was noted in angiotensin II-infused mice compared with control mice, and VEGFCc156s treatment trended to reduce plasma KC/GRO levels in angiotensin II-infused mice (Figure 4D). Furthermore, we observed significantly increased levels of several chemokines (37.2% for chemokine interferon γ-induced protein 10 (IP-10), 68% for macrophage-derived chemokine (MDC) and 30% for KC/GRO on average) in skin of angiotensin II-infused mice compared with control mice, while VEGFCc156s treatment significantly reduced the levels or induced a trend toward a reduction in these chemokines (Figure 4E and F, Figure 4—figure supplement 1K). In addition, angiotensin II infusion significantly increased general macrophage density in heart as well as macrophage density near arteries as assessed by CD68 immunostaining, indicating increased local macrophage content, whereas VEGFCc156s treatment significantly reduced these parameters (Figure 4G–I). Altogether, the results suggest that VEGFCc156s treatment ameliorated angiotensin II infusion-induced inflammatory and chemotactic responses potentially by affecting the LEC transcriptome, which may contribute to the efficacy observed in the disease model.

### VEGFCc156s ameliorated angiotensin II-induced hypertension

Immune cells and inflammatory processes can play a role in the pathogenesis of hypertension (Caillon et al., 2019), and angiotensin II-induced hypertension promotes cardiac dysfunction. Therefore, the effect of VEGFCc156s treatment on angiotensin II-induced hypertension was examined by conducting a telemetry study as detailed in Figure 5A. Telemetry recordings started 3 days before minipump implantation and lasted for 5 weeks after surgery. The time-course analysis of mean blood pressure demonstrated a significant increase in blood pressure and the development of hypertension in angiotensin II-infused mice compared with control mice. Interestingly, VEGFCc156s-treated, angiotensin II-infused mice showed a similar significant increase in both systolic and diastolic blood pressure as those that were treated with angiotensin II alone in the first week. However, starting at week 2, the VEGFCc156s-treated angiotensin II group demonstrated a gradual return in systolic and diastolic blood pressure that was comparable to control mice by week 4 (Figure 5B–E, Figure 5—figure supplement 1). To examine whether VEGFCc156s alleviated angiotensin II infusion-mediated aortic remodeling to reduce blood pressure, pulse wave velocity was assessed to examine aortic stiffness, and both angiotensin II-infused mice and VEGFCc156s-treated, angiotensin II-infused mice showed a significant increase in pulse wave velocity compared with control mice, indicating that VEGFCc156s treatment did not alter angiotensin II infusion-mediated aortic stiffness and remodeling (Figure 5F). In addition, the expression of renal *Ace2* mRNA, which encodes the degradation enzyme for angiotensin II, was induced in both angiotensin II-infused mice and VEGFCc156s-treated, angiotensin II-infused mice to a similar extent compared with the kidneys from control mice, indicating a similar compensatory response in kidney to cope with continuous angiotensin II infusion (Figure 5G). These results suggest that VEGFCc156s treatment ameliorated angiotensin II-induced hypertension without altering angiotensin II infusion-mediated aortic stiffness and the subsequent renal compensatory response, elucidating another mechanism underlying the beneficial effects of VEGFCc156s on angiotensin II-induced cardiac dysfunction.

**Figure 5.**
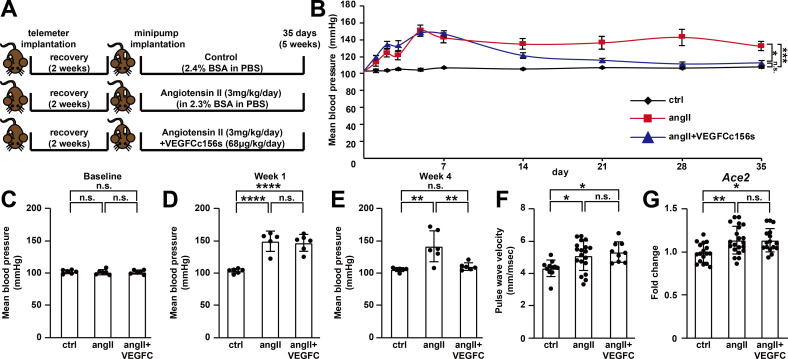
VEGFC_C156S_ treatment ameliorated angiotensin II-induced hypertension. (**A**) Experimental design for telemetry study. (**B**) Mean blood pressure of control, angII and angII+VEGFCc156s mice after minipump implantation (a linear mixed model was used for statistics). (**C–E**) Analysis of mean blood pressure at baseline (**C**), week 1 (**D**) and week 4 (**E**) (*n* = 5–6/group). (**F**) Pulse wave velocity assessment (aortic stiffness) 4.5 weeks after minipump implantation (*n* = 9–19/group). (**G**) RNA was extracted from mouse kidneys and qPCR was performed for *Ace2* and normalized to *Hprt*. The data were normalized to the ctrl group and represented as fold change (*n* = 16–21/group). Ctrl, control. AngII, angiotensin II. VEGFC, VEGFCc156s. Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for statistics. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n.s. not significant. Figure 5—source data 1.Raw data supporting Figure 5.

**Figure 5—figure supplement 1.**
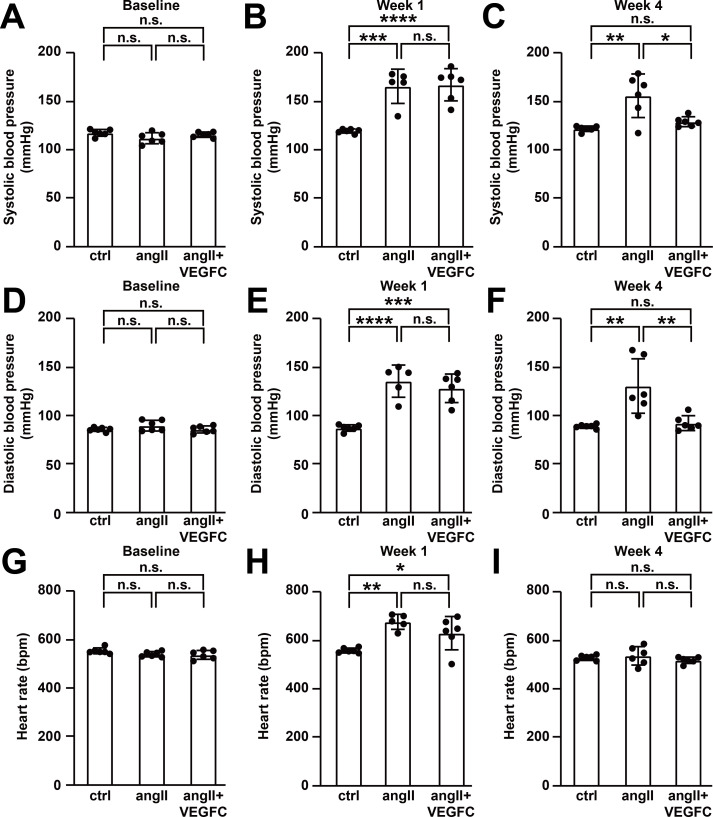
VEGFC_C156S_ treatment ameliorated angiotensin II-mediated blood pressure increase. (**A–I**) Telemeters were implanted into mice followed by minipump implantation as described in Figure 5A. Systolic blood pressure at baseline (**A**), week 1 (**B**) and week 4 (**C**), diastolic blood pressure at baseline (**D**), week 1 (**E**) and week 4 (**F**), and heart rate at baseline (**G**), week 1 (**H**) and week 4 (**I**) are analyzed. *n* = 5–6 per group. Ctrl, control. AngII, angiotensin II. VEGFC, VEGFCc156s. Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for statistics. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n.s. not significant.

### VEGFCc156s improved angiotensin II-induced kidney dysfunction

To validate the effect of VEGFCc156s treatment on angiotensin II infusion-induced hypertension, angiotensin II-induced pathological changes in kidney were investigated. Based on the evaluation of hematoxylin and eosin (H and E) stained sections by a veterinary pathologist, angiotensin II infusion induced vascular hypertrophy in the kidney of both angiotensin II-infused and VEGFCc156s-treated angiotensin II-infused animals, which is consistent with the putative action of angiotensin II as a vasoactive molecule (Mehta and Griendling, 2007). However, angiotensin II-infused VEGFCc156s-treated animals showed a reduced incidence of angiotensin II-induced secondary disturbances such as interstitial mononuclear cell infiltrates and tubular basophilia in the kidney compared with angiotensin II-infused animals, indicating that VEGFCc156s treatment partially alleviated angiotensin II infusion-induced kidney injury (Figure 6—figure supplement 1A and B). In addition, picrosirius red (PSR) staining demonstrated increased fibrosis with angiotensin II infusion, and VEGFCc156s treatment significantly reduced the total and perivascular PSR-positive area in kidneys of angiotensin II-infused mice, indicating that VEGFCc156s treatment alleviated angiotensin II-induced kidney fibrosis and injury (Figure 6—figure supplement 1A, C and D). Moreover, a significant increase in urine volume was observed in angiotensin II-infused mice compared with control mice over 24 hr, while the angiotensin II-infused, VEGFCc156s-treated mice displayed a significant reduction in urine volume (Figure 6A). Urine composition was also evaluated, and consistent with the pathological evaluation, angiotensin II infusion caused kidney damage and significantly increased the amount of non-esterified fatty acids (NEFA), total urinary protein, and the albumin-to-creatinine ratio (ACR) (Figure 6B–D). In contrast, VEGFCc156s treatment significantly reduced these parameters compared with animals that had been treated with angiotensin II alone, suggesting that VEGFCc156s treatment alleviated angiotensin II-induced kidney damage. Taken together, these results demonstrate that VEGFCc156s treatment improved angiotensin II-induced kidney dysfunction.

**Figure 6.**
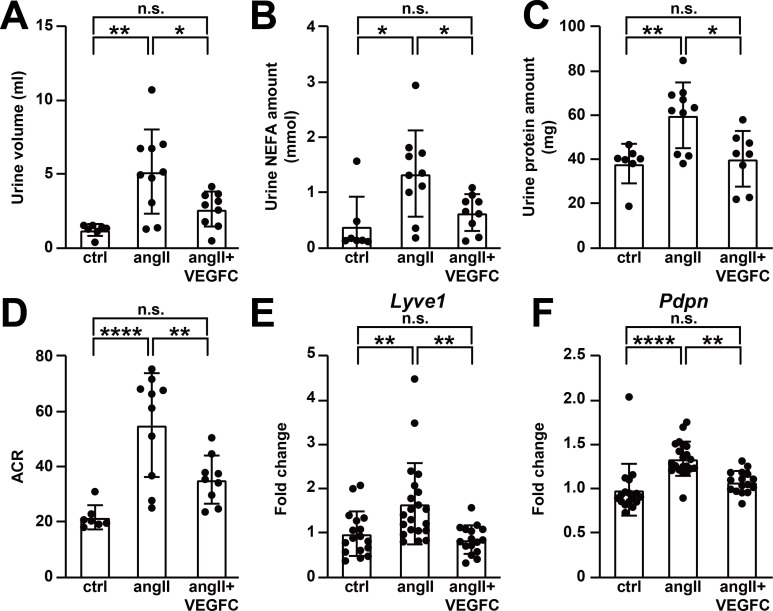
VEGFC_C156S_ treatment improved angiotensin II-induced kidney dysfunction. (**A–D**) Urine was collected 4.5 weeks after minipump implantation. Urine volume (**A**), Urine non-esterified fatty acid (NEFA) levels (**B**), total urinary protein (**C**) and albumin to creatinine ratio (ACR) (**D**) are shown (*n* = 7–10/group). (**E–F**) RNA was extracted from whole kidney, and quantitative RT-PCR was performed for *Lyve1* (**E**) and *Pdpn* (**F**) and normalized to the expression of housekeeping gene *Hprt*. The data were normalized to the control group and represented as fold change (*n* = 16–21/group). Ctrl, control. AngII, angiotensin II. VEGFC, VEGFCc156s. Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for statistics. *p<0.05, **p<0.01, ****p<0.0001, n.s. not significant. Figure 6—source data 1.Raw data supporting Figure 6.

**Figure 6—figure supplement 1.**
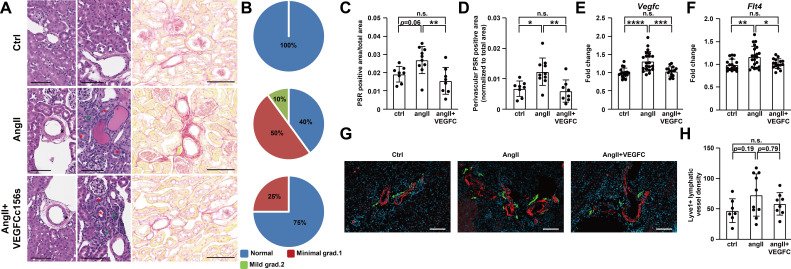
Analysis of pathological features, gene expression, and lymphatic vessel density in mouse kidneys. (**A**) Kidneys from the mice described in Figure 2A were fixed, sectioned, and stained. Representative H and E stains and Picrosirius red (PSR) stains of mouse kidney sections are shown (*n* = 8–10/group). Black asterisk indicates vascular hypertrophy, green asterisk indicates interstitial mononuclear cell infiltrates and red asterisk indicates tubular basophilia. Scale bar, 100 μm. (**B**) A summary of pathological grading of kidney damage based on H and E stained kidney sections. (**C–D**) Quantification of PSR-positive area (**C**) and perivascular PSR-positive area (**D**) (normalized to total area) on PSR-stained kidney sections (*n* = 8–10/group). (**E–F**) RNA was extracted from mouse kidneys and qPCR was performed for *Vegfc* (**E**), *Flt4* (**F**) and normalized to the expression of housekeeping gene *Hprt* in mouse kidneys. The data were normalized to the ctrl group and represented as fold change (*n* = 16–21/group). (**G**) Mouse kidneys were fixed, OCT embedded, sectioned, and stained for lyve1 (green), smooth muscle actin (red), and DAPI (light blue). Representative images for each group are shown. Scale bar, 100 μm. (**H**) Quantification of lyve1-positive lymphatic vessel density (normalized to total area) in stained mouse kidney sections (*n* = 7–10/group). Ctrl, control. AngII, angiotensin II. VEGFC, VEGFCc156s. Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for statistics. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n.s. not significant.

Recent reports indicated a role of renal lymphatics in the pathogenesis of hypertension and demonstrated that renal lymphatics respond to systemic hypertension by expansion (Balasubbramanian et al., 2020; Lopez Gelston et al., 2018). Therefore, we examined lymphatic endothelial marker expression and lymphatic vascular density in kidney. Angiotensin II infusion significantly increased the mRNA expression levels of lymphatic endothelial markers *Lyve1*, *Pdpn*, *Vegfc*, and *Flt4* in kidney, which is consistent with previous reports (Balasubbramanian et al., 2020; Lopez Gelston et al., 2018) and represents an endogenous expansion in response to systemic hypertension. Surprisingly, VEGFCc156s treatment significantly reduced, rather than increased, lymphatic endothelial marker expression in angiotensin II-infused mouse kidneys to levels that were comparable to control mice (Figure 6E and F, Figure 6—figure supplement 1E and F). Consistent with the gene expression analysis, immunohistochemistry also showed a trend toward increased Lyve1-positive lymphatic vessel density in angiotensin II-infused kidneys, and VEGFCc156s treatment ameliorated this response (Figure 6—figure supplement 1G and H). In summary, these results suggest that VEGFCc156s treatment improved angiotensin II-induced kidney dysfunction and ameliorated the response of renal lymphatics to systemic hypertension, supporting the observation that VEGFCc156s ameliorated angiotensin II infusion-induced hypertension.

### VEGFCc156s alleviated angiotensin II-induced cardiac fibrosis and inflammation at 1 week after treatment

To characterize the time-course of VEGFCc156s-mediated protection from angiotensin II-induced cardiac dysfunction and dissect the potential direct effects of VEGFCc156s on the heart from its systemic effect to reduce blood pressure, we examined the effect of VEGFCc156s on angiotensin II-infused animals after 1 week of infusion, when blood pressure was similar between angiotensin II-infused and VEGFCc156s-treated, angiotensin II-infused mice (Figure 5). To further characterize the lymphangiogenic response of VEGFCc156s in healthy animals, we added an additional group in which animals were treated with VEGFCc156s alone (Figure 7A). As expected, VEGFCc156s infusion increased plasma VEGFC concentration in animals treated with VEGFCc156s alone as well as in animals treated with angiotensin II and VEGFCc156s similarly as was observed in the longer study (Figure 7—figure supplement 1A). As a surrogate for blood pressure measurements, we measured hemoglobin levels and calculated hematocrit percentage, which positively correlates with blood pressure (Atsma et al., 2012). Significant and comparable increases in hemoglobin levels and hematocrit percentage were observed in the angiotensin II-infused animals compared with the control groups, consistent with an increase in blood pressure in angiotensin II-infused groups (Figure 7—figure supplement 1B and C). As an additional control, we examined renal *Ace2* mRNA expression and confirmed its similar induction in both angiotensin II-infused groups compared with the control groups, indicating induction of a compensatory response in the kidney and further validating the action of angiotensin II on both treatment groups at endpoint (Figure 7—figure supplement 1D).

**Figure 7.**
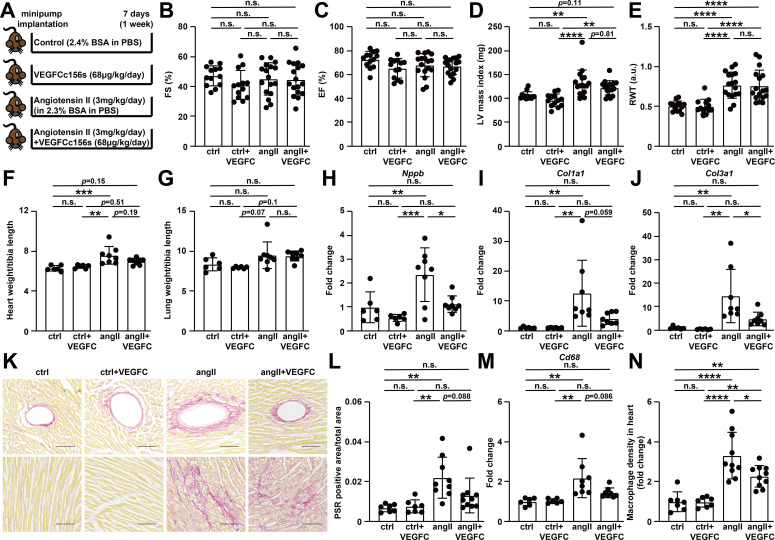
VEGFC_C156S_ treatment reduced the gene expression of cardiac dysfunction, fibrosis and inflammatory markers, and alleviated cardiac fibrosis and inflammation at 1 week after treatment. (**A**) Experimental design for the animal study. Angiotensin II (angII) was infused to induce cardiac dysfunction, and VEGFCc156s (VEGFC) was infused as a lymphangiogenic therapy via a subcutaneously-implanted osmotic pump. Bovine serum albumin (BSA) was loaded to the pumps for control (ctrl) and angII groups to balance for the loading of VEGFCc156s. (**B–E**) Echocardiography was conducted at day 6 after minipump implantation. Fractional Shortening (FS) (**B**), Ejection Fraction (EF) (**C**), Left Ventricular (LV) mass index (**D**) and Relative Wall Thickness (RWT) (**E**) are shown (*n* = 13–17/group). (**F–G**) Heart weight (**F**) and lung weight (**G**) (normalized to tibia length) of the animals at euthanasia (*n* = 6–8/group). (**H–J**) RNA was isolated from the mouse hearts, and quantitative RT-PCR was performed for *Nppb*(H), *Col1a1*(I), *Col3a1*(J), and normalized to the expression of housekeeping gene *Hprt*. The data were normalized to ctrl group and represented as fold change (*n* = 6–8/group). (**K**) Hearts from the mice described in (**A**) were fixed, sectioned, and stained. Representative Picrosirius red (PSR) stains of mouse heart sections are shown. Scale bar, 100 μm. (**L**) Quantification of PSR-positive area (normalized to total area) on PSR-stained heart sections (*n* = 7–10/group). (**M**) Quantitative RT-PCR was performed for *Cd68* and normalized to the expression of housekeeping gene *Hprt*. The data were normalized to ctrl group and represented as fold change (*n* = 6–8/group). (**N**) CD68/DAPI double-positive macrophage density (normalized to total area and represented as fold change to ctrl group) in mouse hearts (*n* = 7–10/group). Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for statistics. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n.s. not significant. Figure 7—source data 1.Raw data supporting Figure 7.

**Figure 7—figure supplement 1.**
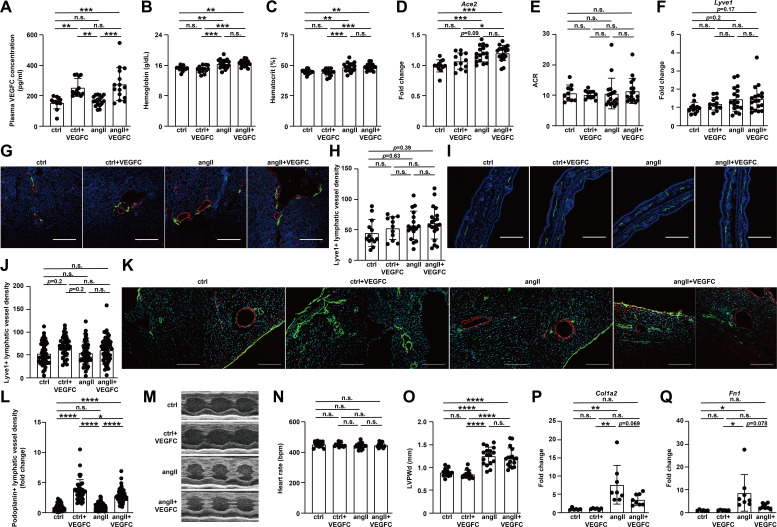
Effect of VEGFC_C156S_ on the lymphatic vessels in heart, kidney and ear skin at 1 week after treatment. Mice were infused with saline + BSA, saline+ VEGFC_C156S_, angiotensin II + BSA, or angiotensin II + VEGFC_C156S_ as described in Figure 7A. (**A**) Plasma VEGFC concentration measured by ELISA at euthanasia (1 week post-treatment) (*n* = 12–17/group). (**B–C**) Plasma hemoglobin concentration (**B**) and hematocrit percentage (**C**) measured at euthanasia (1 week post-treatment) (*n* = 13–18/group). (**D**) RNA was extracted from mouse kidneys and qPCR was performed for *Ace2* and normalized to *Hprt*. The data were normalized to the control (ctrl) group and represented as fold change (*n* = 12–18/group). (**E**) Urine was collected at day 5 after minipump implantation. Urine albumin to creatinine ratio (ACR) was measured and is shown (*n* = 10–17/group). (**F**) RNA was extracted from whole kidney, and quantitative RT-PCR was performed for *Lyve1* and normalized to the expression of housekeeping gene *Hprt*. The data were normalized to the ctrl group and represented as fold change (*n* = 12–18/group). (**G**) Mouse kidneys were fixed, OCT embedded, sectioned and stained for lyve1 (green), smooth muscle actin (red) and DAPI (blue). Representative images for each group are shown. Scale bar, 200 μm. (**H**) Quantification of lyve1-positive lymphatic vessel density (normalized to total area) in stained mouse kidney sections (*n* = 11–20/group). (**I**) Ear skin samples were fixed, sectioned, and stained for lyve1(green) and DAPI (blue). Representative images of lyve1-positive lymphatic vessels in ear skin cross-section for each group. Scale bar, 200 μm. (**J**) Quantification of lyve1-positive lymphatic vessel density (normalized to total area) in ear skin (*n* = 6–10 animals/group, *n* = 5–7 sections/animal; a linear mixed model was used for statistics). (**K**) Mouse hearts were fixed, OCT embedded, sectioned and stained, for podoplanin, smooth muscle actin, and DAPI (light blue). Representative images of podoplanin-positive lymphatic vessels (green) and smooth muscle actin-positive arteries (red) for each group were shown. Scale bar, 200 μm. (**L**) Quantification of podoplanin-positive lymphatic vessel density (normalized to total area and represented as fold change to ctrl group) in mouse hearts (*n* = 7–10 animal/group, *n* = 4–6 sections/animal; a linear mixed model was used for statistics). (**M**) Representative M-mode echocardiography images for each group. (**N–O**) Echocardiography parameters heart rate (**N**) and Left Ventricular Posterior Wall thickness at diastole (LVPWd) (**O**) are shown (*n* = 13–17/group). (**P–Q**) RNA was isolated from the mouse hearts, and quantitative RT-PCR was performed for *Col1a2*(**P**) and *Fn1*(**Q**) and normalized to the expression of housekeeping gene *Hprt*. The data were normalized to ctrl group and represented as fold change (*n* = 6–8/group). AngII, angiotensin II. VEGFC, VEGFCc156s. Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for all figures except 7J and 7L (a linear mixed model was used for statistics). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n.s. not significant.

**Figure 7—figure supplement 2.**
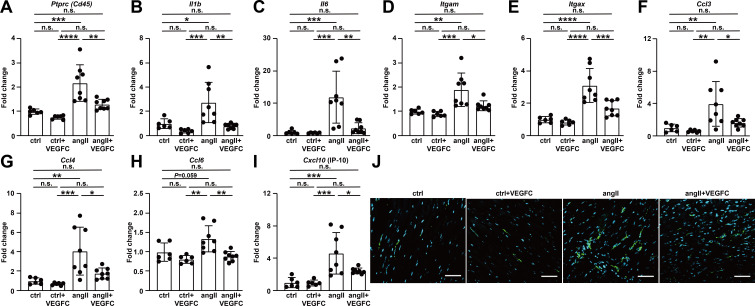
VEGFC_C156S_ treatment reduced the gene expression of inflammatory markers in heart and alleviated cardiac inflammation at 1 week after treatment. (**A–I**) RNA was isolated from the mouse hearts, and quantitative RT-PCR was performed for *Ptprc*(Cd45) (**A**), *Il1b *(**B**), *Il6 *(**C**), *Itgam *(**D**), *Itgax *(**E**), *Ccl3 *(**F**), *Ccl4 *(**G**), *Ccl6 *(**H**), *Cxcl10*(IP-10) (**I**), and normalized to the expression of housekeeping gene *Hprt*. The data were normalized to ctrl group and represented as fold change (*n* = 6–8/group). (**J**) Mouse hearts were fixed, OCT embedded, sectioned, and stained for CD68 (green) and DAPI (light blue). Representative images for each group are shown. Scale bar, 50 μm. Ctrl, control. AngII, angiotensin II. VEGFC, VEGFCc156s. Data are mean ± s.d. One-way *ANOVA* with Bonferroni posthoc was used for statistics. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n.s. not significant.

Kidney function was examined in these animals by measuring urinary ACR, and no significant change was observed among the groups (Figure 7—figure supplement 1E), indicating that the animals had not developed significant kidney dysfunction with a 7-day angiotensin II infusion. We further evaluated kidney expression of lymphatic endothelial marker *Lyve1* as well as lyve1-positive lymphatic vessel density and found no significant change in both parameters among the groups (Figure 7—figure supplement 1F–1H), indicating renal lymphangiogenesis was not yet observed with a 7-day infusion of angiotensin II or VEGFCc156s.

To characterize systemic lymphangiogenic responses induced by VEGFCc156s after 7 days of infusion, lymphatic vessel density in skin and heart was examined. We found no significant changes in lyve1-positive lymphatic vessel density in skin at this time point (Figure 7—figure supplement 1I and J). However, animals treated with VEGFCc156s alone or in combination with angiotensin II showed a significant increase in podoplanin-positive lymphatic vessel density in heart compared with other groups (Figure 7—figure supplement 1K and L).

To investigate whether the lymphangiogenesis response observed in heart in the VEGFCc156s-treated animals altered cardiac function, echocardiography was conducted. While echocardiography demonstrated no significant change in cardiac contractility among the animals, a significant increase in left ventricular mass and ventricular wall thickness in angiotensin II-infused mice was observed, indicating the development of cardiac hypertrophy at 1 week after angiotensin II infusion (Figure 7B–E, Figure 7—figure supplement 1M–1O). Interestingly, VEGFCc156s treatment did not significantly alleviate angiotensin II-induced cardiac hypertrophy at 1 week after treatment by echocardiography. Similarly, a significant increase in heart weight and a trend towards increased lung weight were observed in angiotensin II-infused animals compared with the control groups, and VEGFCc156s treatment did not alter heart and lung weights in angiotensin II-infused animals at this time point (Figure 7F and G).

Despite the lack of alterations in cardiac function with 7 days of VEGFCc156s infusion, a significant increase in *nppb* mRNA expression was observed in angiotensin II-infused hearts, and VEGFCc156s treatment restored *nppb* expression in angiotensin II-infused hearts back to a level that was comparable with the control hearts (Figure 7H). Furthermore, a significant increase in the mRNA expression of profibrotic markers (*Col1a1*, *Col1a2*, *Col3a1* and *Fn1*) was observed in angiotensin II-infused hearts compared with control hearts, while animals that had also been treated with VEGFCc156s demonstrated a significant reduction in the expression of these markers (Figure 7I and J, Figure 7—figure supplement 1P and Q), indicating a potential beneficial effect of VEGFCc156s to reduce angiotensin II infusion-induced cardiac fibrosis. To support this observation, PSR staining was performed in mouse heart sections. Consistent with the gene expression analyses, angiotensin II-infused hearts showed a significant increase in PSR-positive area, indicating the development of cardiac fibrosis, while VEGFCc156s induced a trend toward a reduced PSR-positive area percentage in angiotensin II-infused hearts (Figure 7K and L), suggesting that VEGFCc156s ameliorated angiotensin II infusion-induced cardiac fibrosis.

Gene expression analyses of proinflammatory markers revealed that angiotensin II infusion for 7 days significantly increased the mRNA expression of multiple inflammatory markers, cytokines, and chemokines (Figure 7M, Figure 7—figure supplement 2A–2I). Conversely, VEGFC156s treatment significantly decreased the expression of these proinflammatory markers in angiotensin II-infused hearts, suggesting that VEGFCc156s alleviated angiotensin II-induced cardiac inflammation. Immunohistochemistry was performed to visualize CD68-positive macrophages in heart. A significant increase in CD68-positive macrophage density was observed in angiotensin II-infused hearts compared with control hearts, and VEGFCc156s treatment significantly reduced CD68-positive macrophage density in angiotensin II-infused hearts (Figure 7N, Figure 7—figure supplement 2J). In summary, VEGFCc156s treatment ameliorated angiotensin II-induced pathological gene expression and angiotensin II-induced cardiac fibrosis and inflammation at 1 week after treatment, a time point at which no divergence in blood pressure is observed.

## Discussion

Recent studies indicated that the lymphatic vasculature, a traditionally-neglected target for therapeutic interventions, plays an important role in the pathogenesis of cardiovascular diseases, and enhancing lymphangiogenesis could be beneficial for acute cardiac injuries (Henri et al., 2016; Houssari et al., 2020; Huang et al., 2017; Klotz et al., 2015; Liu and Oliver, 2019; Shimizu et al., 2018; Tatin et al., 2017; Trincot et al., 2019; Vieira et al., 2018; Vivien et al., 2019). However, the role of the lymphatic vasculature in chronic cardiac dysfunction remains to be elucidated. In this study, we aimed to investigate the role of the lymphatic vasculature in the pathogenesis of chronic heart failure and cardiac dysfunction. We found several SNPs near lymphatic marker gene loci that were associated with human cardiovascular or metabolic comorbidities in human GWAS studies, although some of the associations did not meet the genome-wide threshold and some of the loci are close to another gene in addition to the lymphatic endothelial marker (Table 1). To validate the findings from the GWAS analysis, we conducted expression profiling using human heart samples and found reduced expression of lymphatic endothelial markers in human chronic heart failure hearts (Figure 1), suggesting that the lymphatic vasculature may play a role in the pathogenesis of human chronic heart failure and cardiac dysfunction. Our observations are in line with previously published RNA sequencing analyses of human hearts (Sweet et al., 2018; van Heesch et al., 2019) and a recent clinical report indicating that serum VEGFC levels are significantly and inversely associated with all-cause and cardiovascular death (Wada et al., 2018), supporting a role of lymphatic vasculature in the pathogenesis of cardiovascular diseases. However, previous reports found minimal changes in lymphatic vascular density in left ventricular endomyocardial biopsies from terminal heart failure hearts and healthy donor hearts using immunohistochemistry (Dashkevich et al., 2009; Dashkevich et al., 2010). Thus, further investigations are required to characterize the changes in lymphatic vasculature in human chronic heart failure pathogenesis.

Using a murine model of cardiac dysfunction, we demonstrate that a chronic cardiac insult such as angiotensin II infusion induced lymphatic vascular dysfunction by reducing lymphatic vascular density (Figure 2) and impairing lymphatic vascular transport function in the heart (Figure 3). Podoplanin is widely used as a marker for LECs and is preferentially expressed in pre-collectors and collectors of the cardiac lymphatic vasculature (Henri et al., 2016). A previous study demonstrated that enhancing lymphangiogenesis by over-expressing VEGFC with adenoviruses in a mouse model of lymphedema induced robust growth of lymphatic capillaries in axillary tissues after 2 weeks but failed to improve lymphatic vascular leakage, while with prolonged VEGFC stimulation (2–6 months), the lymphatic capillaries underwent an intrinsic remodeling and maturation and became functional collecting vessels, leading to reduced tissue edema and restored lymphatic drainage (Norrmén et al., 2011; Tammela et al., 2007). Moreover, VEGFCc156s can reportedly directly enhance lymphatic pump activity and lymphatic output in rat mesentery collecting lymphatics (Breslin et al., 2007), indicating a potential direct beneficial effect of VEGFCc156s on lymphatic vascular function in addition to its role in enhancing lymphangiogenesis and maturation. Here, consistent with these previous reports, we observed that 6 week continuous infusion of VEGFCc156s concomitant with angiotensin II restored collecting vessel function and improved cardiac lymphatic drainage, leading to improved cardiac fluid balance regulation. Myocardial edema is a key clinical feature of cardiac dysfunction and chronic heart failure, and heart function could be significantly compromised with a subtle increase in interstitial fluid volume (Dongaonkar et al., 2010). Therefore, the improved cardiac lymphatic vascular function and tissue fluid homeostasis in the VEGFCc156s-treated, angiotensin II-infused animals might contribute to the improved cardiac function and reduced cardiac hypertrophy observed. One area for future investigation is a further characterization of the changes in cardiac lymphatic valves, which play an important role in regulating the lymph flow in collecting vessels. In addition, podoplanin, a marker of lymphatic collecting vessels, is also reportedly expressed in inflammatory cells. Previous reports indicated that a high frequency of podoplanin-expressing cells appeared in the infarcted heart and facilitated local inflammation, and podoplanin neutralization improved cardiac function after myocardial infarction (Cimini et al., 2017; Cimini et al., 2019; Quintanilla et al., 2019). In our study, we assessed podoplanin-expressing lymphatic vessels but not other podoplanin-expressing cells; further analysis of other podoplanin-expressing cells in our disease model would be an area for future investigation.

Previous studies have demonstrated impairments in the lymphatic vasculature in a myocardial infarction model, where the left anterior descending artery is surgically ligated (Henri et al., 2016; Klotz et al., 2015). Importantly, the lymphatic vessel parallel to this major blood vessel is likely also mechanically impaired by this surgical manipulation, thus testing the hypothesis that mechanical disruption of the lymphatic vasculature can impair heart function, and regrowth using lymphangiogenic therapy is beneficial. Our observations are in line with these previous studies; however, the studies presented herein importantly assess lymphatic dysfunction in the absence of direct injury or surgical manipulation. Likely the impairments in lymphatic vascular function observed in angiotensin II-infused mice could come directly from angiotensin II actions on the endothelium, as angiotensin II can induce endothelial dysfunction (Gomolak and Didion, 2014; Watanabe et al., 2005) or perhaps indirectly from angiotensin II infusion-induced hypertension, which reportedly alters lymphatic vascular function (Dongaonkar et al., 2015).

The lymphatic vasculature also plays an important role in mediating local inflammation (Brakenhielm and Alitalo, 2019), and in acute cardiac injury models, resolution of inflammation following lymphangiogenic therapy has been proposed to be an underlying therapeutic mechanism (Tatin et al., 2017; Vieira et al., 2018). Our RNA-seq analysis indicated that LECs expressed proinflammatory chemokines after angiotensin II stimulation (Figure 4), which is consistent with previous reports indicating a role of angiotensin II in initiating inflammatory and chemotactic responses in tissues and vasculature (Benigni et al., 2010; Suzuki et al., 2003). Interestingly, VEGFCc156s treatment alleviated the inflammatory responses induced by angiotensin II infusion in LECs by reducing the expression of proinflammatory chemokines, which may contribute to the beneficial effects of VEGFCc156s on angiotensin II-induced cardiac dysfunction. Our results are in line with a previous report indicating that VEGFCc156s treatment downregulated the expression of genes involved in immune regulation and inflammation in dermal LECs without stress or stimulation (Dieterich et al., 2017), while here we report that VEGFCc156s treatment ameliorated inflammatory responses in LECs under stress (angiotensin II infusion). Moreover, the transcriptional changes in LECs detected by RNA-seq analysis translated to tissue and systemic levels, and we observed elevations in chemokine levels in skin and plasma in angiotensin II-infused mice, which were alleviated by VEGFCc156s treatment. These results in aggregate suggest that lymphatic vessels may play a more active role in mediating local and systemic inflammation than simply providing a route for immune cell clearance, and VEGFCc156s may directly alleviate systemic inflammation through transcriptional effects on LECs.

More interestingly, upon VEGFCc156s treatment, a significant reduction of angiotensin II-induced increases in blood pressure and kidney damage was observed (Figure 5 and Figure 6). Our observations are in line with a previous report indicating that the treatment of VEGFC, a ligand for both VEGFR2 and VEGFR3, also induced a delayed systemic hemodynamic response to reduce blood pressure and attenuated related renal damage in a high-salt induced hypertension model (Beaini et al., 2019). Our study used VEGFCc156s, a ligand with specificity for VEGFR3, suggesting that VEGFC-mediated effects are indeed mediated by VEGFR3 activation. Furthermore, these effects are not limited to salt-induced pathology, as VEGFCc156s also ameliorated angiotensin II-induced hypertension and renal damage, suggesting that VEGFC may play a broad role to modulate hypertension. Moreover, in line with the observations using the murine models, a recent clinical study also showed that patients with hypertension have significantly lower serum VEGFC levels compared with healthy individuals (Chachaj et al., 2018), supporting a potential role of lymphatic vasculature in the pathogenesis of human hypertension. Hypertension is a major risk factor for heart failure and other cardiovascular diseases (Dorans et al., 2018; Tackling and Borhade, 2019), and anti-hypertensive therapies significantly reduce cardiovascular events and mortality in patients in clinical studies (Ettehad et al., 2016). Therefore, the effect of VEGFCc156s on blood pressure might also contribute significantly to its beneficial effects on angiotensin II-induced cardiac dysfunction.

Consistent with previous reports regarding the role of renal lymphatics in the pathogenesis of hypertension (Balasubbramanian et al., 2020; Lopez Gelston et al., 2018), we also observed an endogenous expansion of renal lymphatics in response to angiotensin II-induced hypertension (Figure 6). The previous reports also demonstrated that enhancing renal lymphatic expansion by over-expressing VEGFD prevented the development of hypertension. Therefore, we initially hypothesized that VEGFCc156s might enhance the endogenous renal lymphangiogenesis response and thus ameliorate angiotensin II infusion-induced hypertension. Surprisingly, no lymphangiogenic response was observed in the kidney of VEGFCc156s-treated angiotensin II-infused animals at both the 1-week and 6-week time points assessed here (Figure 6E and F, Figure 6—figure supplement 1E–1H and Figure 7—figure supplement 1F–1H). Thus, it is possible that the lymphangiogenesis response we observed in the kidney of angiotensin II-infused mice could be an adaptation to hypertension and was therefore ameliorated in VEGFCc156s-treated, angiotensin II-infused mice at the 6-week timepoint due to reduced blood pressure. In the previous reports, the authors used a transgenic line to over-express VEGFD by 800-fold over baseline specifically in kidney and observed significant expansion of renal lymphatics, while our study used VEGFCc156s at a low dose that only increased plasma VEGFC levels by 1.6-fold to 1.9-fold on average. In addition, as a low-molecular weight protein, VEGFCc156s will be quickly filtered through glomeruli followed by adsorptive endocytosis and lysosomal degradation (Franssen et al., 1994), resulting in poor local retention and exposure of VEGFCc156s in kidney. Therefore, the discrepancy between our study and previous studies could possibly be explained by differences in local exposure of the lymphangiogenic factors with transgenic overexpression and chronic systemic administration.

Although VEGFCc156s significantly ameliorated angiotensin II-induced hypertension, the underlying molecular mechanisms remain to be explored. We first carefully examined the possibility that VEGFCc156s interfered with angiotensin II-mediated effects, and several lines of evidence in our studies indicate that there were no alterations in angiotensin II-mediated vascular effects after VEGFCc156s treatment, as angiotensin II caused aortic remodeling (Figure 5F), induced vascular leakage (Figure 3B) and vascular hypertrophy (Figure 6—figure supplement 1A) and increased renal *Ace2* expression (Figure 5G and Figure 7—figure supplement 1D) similarly in both the angiotensin II-infused and the VEGFCc156s-treated, angiotensin II-infused group, indicating that angiotensin II acted as a vasoactive molecule in both groups. In addition, causal reasoning analysis of RNA-seq data also pointed at angiotensin II as a causal factor for the changes observed in cardiomyocytes from both the angiotensin II-infused and the VEGFCc156s-treated, angiotensin II-infused group. Finally, the similar blood pressure elevations detected in the first week in both angiotensin II-infused and VEGFCc156s-treated, angiotensin II-infused groups indicated successful release of angiotensin II from the pumps in both groups (Figure 5). Therefore, we suggest that VEGFCc156s did not interfere with angiotensin II effects to alleviate the phenotypes in this disease model. Another possibility is that VEGFCc156s might affect the skin lymphatic vasculature to regulate blood pressure, as skin lymphatics have been implicated as a potential disease-modifying factor in the pathogenesis of salt-sensitive hypertension (Karlsen et al., 2018). After 6 weeks of treatment, VEGFCc156s significantly increased skin lymphatic vessel density and diameter in angiotensin II-infused mice (Figure 2—figure supplement 1O–1R); these changes may contribute to the reductions observed in blood pressure in these animals. Further investigations are needed to fully characterize the molecular mechanisms underlying the beneficial effect of VEGFCc156s on angiotensin II-induced hypertension.

To dissect the potential direct effect of VEGFCc156s on the heart from its effect on blood pressure, we examined the effects of VEGFCc156s in angiotensin II-infused mice at 1 week after treatment, at which timepoint the blood pressure was similarly high in animals treated with angiotensin II alone or a combination of angiotensin II and VEGFCc156s (Figure 5). Although VEGFCc156s treatment enhanced podoplanin-positive lymphatic vessel growth in the heart at this timepoint, it did not alleviate cardiac hypertrophy in angiotensin II-infused mice. More interestingly, VEGFCc156s treatment restored angiotensin II-induced pro-fibrotic and pro-inflammatory markers in angiotensin II-infused hearts in gene expression analyses and immunohistochemistry staining, indicating a beneficial effect of VEGFCc156s in a blood pressure-independent manner (Figure 7 and Figure 7—figure supplements 1 and 2). The lymphatic vasculature has been proposed to play an important role in regulating myocardial fibrosis (Brakenhielm et al., 2020) and a previous report indicated that lymphangiogenic factor treatment in a rat model of myocardial infarction improved cardiac function by reducing cardiac fibrosis (Henri et al., 2016). Our results are in line with this previous report, as VEGFCc156s also reduced cardiac fibrosis in angiotensin II-infused mice as early as 1 week post-treatment, which may contribute to the efficacy we observed at the 6-week timepoint.

In summary, our study demonstrates that lymphatic vessels are impaired in cardiac dysfunction, and the lymphangiogenic therapy VEGFCc156s prevented cardiac dysfunction by improving lymphatic vascular function, alleviating cardiac fibrosis and inflammation, and ameliorating hypertension. These results provide new insights into the potential effects of a lymphangiogenic therapy on chronic cardiac diseases and underlying mechanisms and indicate that the lymphatic vasculature could be a therapeutic target for hypertension and hypertensive heart disease.

## Materials and methods

### Animals and treatments

10 to14 weeks old C57/BL6N (#027 purchased from Charles River laboratories) male mice were used for most of the studies, and Prox1-eGFP knock-in male mice were generated using the CRISPR/Cas9 technology and used for in vivo studies at 9–15 weeks old. Bovine serum albumin (A7030, Sigma-Aldrich), human angiotensin II (A9525, Sigma-Aldrich) and recombinant human VEGF-C (Cys156Ser) protein (752-VC, R and D systems) were used as treatments. The sample size was predicted prior to study start with a power analysis. All animal experimental procedures were carried out in accordance with regulations and established guidelines and were reviewed and approved by the Pfizer Institutional Animal Care and Use Committee (AUP # KSQ-2013–00895).

### Minipump implantation

Animals were randomized based on body weight and implanted with a minipump (Alzet 1002 or Alzet 2006 pump) subcutaneously for continuous infusion for 7 days or 42 days. Isoflurane was used as anesthetic in the minipump implantation surgery, and Carprofen in the form of MediGel CPF (Clear H_2_0) (or Meloxicam SR) and Buprenorphine were used as pain medications for pre-op and post-op care.

### Generation of *Prox1-eGFP* knock-in mouse model using the CRISPR/Cas9 technology

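Prox1 (ENSMUSG00000010175) lies on the minus strand of chromosome 1 of GRCm38, from 190118035 to 190170714. Its stop codon is at 190123222 to 190123220, in exon 5 of the 5 exons of the transcript, and the 3′UTR of 5185 bp runs from 190123219 to 190118035 in the same exon. A point 470 bp after the stop codon falls between bases 190122750 and 190122749. Read along the transcript, the 40 bases before it are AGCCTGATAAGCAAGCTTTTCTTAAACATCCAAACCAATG and the 40 bases after it are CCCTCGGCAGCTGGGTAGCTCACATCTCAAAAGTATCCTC. An insertion there leaves the coding sequence of Prox1 unchanged. The mean of Prox1 in the heart LEC and diaphragm LEC libraries, all from mice of this line, was 172 and 234 TPM.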

The *Prox1-eGFP* knock-in model was generated by inserting an *IRES-eGFP* cassette into the 3′UTR of the endogenous *Prox1* locus (at 470 bp downstream of the stop codon). For gene editing in one-cell embryos collected from super-ovulated C57BL/6J donors, Cas9 (*Streptococcus pyogenes*) protein (IDT) or mRNA (TriLink), a pair of single guide RNAs (sgRNA) and a donor plasmid were delivered via pronuclear injection. Seed sequences for the sgRNAs were 5′tacccagctgccgagggcat, 5′gtgagctacccagctgccga, and 5′aaccaatgccctcggcagct. 

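Each guide matches the Prox1 transcript at 1 place, in the 3′UTR. TACCCAGCTGCCGAGGGCAT lies antisense to the transcript at 190122733 to 190122752 on chromosome 1 of GRCm38 and is followed by the PAM sequence TGG. Cas9 from S. pyogenes cleaves 3 bases from the PAM, which here is between bases 190122750 and 190122749, 470 bp after the stop codon and at the stated insertion point. GTGAGCTACCCAGCTGCCGA, also antisense, lies at 190122727 to 190122746 with the PAM GGG, and its cleavage point is 476 bp after the stop codon. AACCAATGCCCTCGGCAGCT lies on the sense strand at 190122738 to 190122757 with the PAM GGG, and its cleavage point is 479 bp after the stop codon. The 3 cleavage points thus span 190122750 to 190122740. Only the transcript was searched, and the rest of the genome was not used here.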

The seed sequences were carefully chosen to minimize potential risk of off-target effect. Specifically, these guides lack any potential off-target with off-target score over 1.5 (http://www.benchling.com) across the whole mouse genome. The donor plasmid consists of *IRES-eGFP* flanked by 1.0 kb and 0.8 kb homology arms on the 5′ and 3′ sides, respectively. Founders were identified by genomic PCR with the forward and reverse primers, 5TCCAGGCAACA′GTTCTACAG and 5′TGCACATCAGATTGTCTAAGG, both external to the homology arms. Germline transmission of the targeted allele was achieved by crossing the founders with wild-type C57BL/6J mice.

### Pharmacokinetic study and VEGFC ELISA

Animals were bled via tail snip immediately prior to subcutaneous injection of 0.1 μg/g or 0.3 μg/g human VEGF-C (Cys156Ser) protein dissolved in phosphate buffered saline containing 0.1% BSA. Blood was sampled in EDTA from the animals at 1, 2, 4, 6, and 24 hr after injection via tail snip bleeding. Plasma VEGFC concentration was measured using the human VEGFC Quantikine ELISA kit (DVEC00, R and D systems) or V-PLEX Human VEGFC kit (K151LTD-1, MSD).

### Telemetry study

Telemeters (PA-C10 or HD-X10 from Data Sciences International) were implanted in the animals by cannulating the carotid artery. A small skin incision was made midline over the ventral surface of the neck. The carotid artery was exposed and isolated using blunt dissection. Three lengths of non-absorbable suture were passed underneath the isolated vessel section (proximal occlusion, artery ligature, and distal occlusion). Tension was applied to the proximal and distal sutures to occlude blood flow and elevate the vessel. A small incision was made in the vessel wall with a 25-gauge needle bevel; the catheter was inserted, and tension was released on the proximal occlusion suture. The catheter was advanced beyond the middle and proximal suture approximately 8.0 mm. The middle and proximal sutures were tied around the vessel and catheter. The skin was closed in an interrupted pattern using 6–0 absorbable monofilament suture. Carprofen in the form of MediGel CPF (Clear H_2_0) was provided to the animals 2 days prior to surgery and 2 days following surgery, and Buprenorphine was administered post-operatively, and then as needed. The animals recovered for 2 weeks following surgery and telemetry signals were evaluated for acceptable signals. Animals with functional telemeters and stable telemetry signals were used for the following minipump implantation and continuous telemetry recordings. Mean blood pressure, systolic blood pressure, diastolic blood pressure, and heart rate were recorded from the animals at 1 min intervals for 5 weeks. The data for individual day reflect the averaged value over a 24-hr reading period and the weekly data reflect the averaged values over a 3-day reading period. Except necessary post-op care and husbandry needs, any other potential disturbances were minimized. Time-course telemetry recordings were analyzed using a linear mixed model, in which animals are treated as random effects, while time point (i.e. week) and group are treated as fixed effects. Tukey’s multiple comparison adjustment was performed for pairwise comparisons in the linear mixed model when the group had a statistically significant impact on the endpoint.

### Echocardiography

Echocardiography was performed in mice under 0.5–1% isoflurane anesthesia using the Vevo 2100 or Vevo 3100 Imaging System (VisualSonics Inc, Toronto, Canada). B-mode images from long axis and M-mode images from short axis were obtained by one trained individual (T.S. or X.C.), and data were analyzed blindly by another trained individual (L.S.) using Vevo Lab. Pulse wave velocity doppler was conducted using a doppler flow velocity system (Indus Instruments). Simultaneous doppler velocity spectrograms were obtained from the aortic arch and the abdominal aorta using two probes, and the recordings were analyzed blindly by L.S. following manufacturer’s technical notes. Pulse wave velocity was calculated by dividing the distance between the probes over the time measurement.

### Tissue sampling

Animals were subjected to isoflurane anesthesia, and tissues (heart, lung, chest skin, and kidney) and blood were collected from the animals. Hearts and lungs were weighed, and hearts, chest skins, and kidneys were snap-frozen in liquid nitrogen and stored in −80°C. The tibia was isolated from the animals, and its length was measured with a caliper. Hemoglobin level and hematocrit percentage were measured using an AimStrip Hb Hemoglobin test system (Germaine Laboratories) using whole blood in EDTA. The blood was next centrifuged, and plasma was isolated and stored at −80°C until being used for plasma VEGFC concentration measurements. For histology, animals were perfused transcardially with PBS containing heparin (20 U/ml), vasodilators (adenosine 1 g/L and papaverine 4 mg/L) and 25 mM potassium chloride (to arrest the heart in diastole) followed by 10% neutral-buffered formalin perfusion. The heart, ear, diaphragm, and kidney were next collected and immersed in 10% neutral-buffered formalin at 4°C for 24–48 hr.

### Gravimetry

Wet heart weights were measured immediately after euthanasia, and hearts were dried in a 37°C incubator for 5 days. Dry weights were measured after desiccation. The wet-to-dry weight ratio was calculated by dividing the wet weight over the dry weight for each animal.

### Gene and protein expression analysis

Snap-frozen tissues were smashed, mixed and distributed into small portions for RNA and protein isolation. RNA was isolated from the tissues using Trizol reagent (Thermofisher) and RNeasy mini kits (Qiagen). The RNA was either directly used for qPCR with TaqMan RNA to Ct 1-step kit (ThermoFisher) or cDNA was synthesized from the RNA using high capacity cDNA reverse transcription kit (ThermoFisher) and used for qPCR. qPCR was conducted using TaqMan probes (*Nppb*, Mm01255770_g1; *Pdpn*, Mm01348912_g1; *Lyve1*, Mm00475056_m1; *Flt4*, Mm01292604_m1; *Vegfc*, Mm00437310_m1; *Col1a1*, Mm00801666; *Col1a2*, Mm00483888; *Col3a1*, Mm00802300_m1; *Fn1*, Mm01256744; *Cd68*, Mm03047343_m1; *Cxcl10*, Mm00445235_m1; *Ptprc*, Mm01293577_m1; *Itgax*, Mm00498701_m1; *Itgam*, Mm00434455_m1; *Il1b*, Mm00434228_m1; *Il6*, Mm00446190_m1; *Ccl6*, Mm01302419_m1; *Ccl4*, Mm00443111_m1; *Ccl3*, Mm00441259_g1; *Ace2*, Mm01159006_m1; *Hprt*, Mm03024075_m1), TaqMan gene expression master mix (ThermoFisher) and QuantStudio 7 Flex Real-Time PCR System. The expression of every gene was normalized to the expression of housekeeping gene *Hprt* and then normalized to control group to be presented as fold change in the corresponding figures.

Podoplanin antibody (AF3244, R and D systems, 1:500), Akt antibody (#9272, cell signaling, 1:1000), p-Akt (Ser473) antibody (#9271, cell signaling, 1:1000), p44/42 MAPK (Erk 1/2) antibody (#9102, cell signaling, 1:2000), phsopho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) antibody (#4370, cell signaling, 1:2000), and GAPDH antibody (#5174, cell signaling, 1:5000) were used for western blots. For western blots, tissues were lysed using cell lysis buffer (cell signaling) containing Halt protease and phosphatase inhibitor cocktail and EDTA. Protein concentrations were measured using Pierce BCA protein assay kit and samples were denatured using NuPAGE LDS sample buffer and reducing agent at 95°C for 5 min. A total of 20–40 μg of proteins were loaded to each well of NuPAGE 4–12% Bis-Tris Midi gels and ran in MOPS buffer with Xcell4 Surelock midi gel electrophoresis system. The gels were transferred to PVDF membranes using an iblot2 gel transfer device and blocked with 5% milk (cell signaling) for 1 hr under room temperature followed by primary antibody incubation at 4°C overnight. The next day, membranes were washed and incubated with corresponding HRP-conjugated secondary antibody for 1 hr under room temperature. Then the membranes were washed, developed using SuperSignal west Femto maximal sensitivity substrate and imaged with Amersham Imager 600 (GE Healthcare). All reagents were from ThermoFisher unless otherwise stated. Densitometric quantification was conducted using Image J.

### Histology and immunohistochemistry

Formalin fixed hearts, ears, and kidneys were dehydrated and used for either OCT embedding or paraffin embedding. One paraffin—embedded cross-section (5 μm thickness) through the hilus of the kidney from each animal was stained with H and E using an automatic slide stainer (Leica) and microscopic evaluation was performed by a veterinary pathologist. Cryo-sections (10 μm thickness) through the hilus of the kidney were generated for immunohistochemistry. Cryo-section (10 μm thickness) of OCT embedded hearts at different depths spanning the whole ventricle were generated for immunohistochemistry. Cryo-section (10 μm thickness) of OCT embedded ears at different depths spanning the whole ear were generated for immunohistochemistry. Picrosirius red (PSR) stain were conducted using mouse heart or kidney frozen sections following an optimized protocol using Bouin’s solution (FXBOULT, American Mastertech), 1% phosphomolybdic acid (26693–08, EMS), 0.1% picrosirius red solution (F-357–2, Rowley Biochemical) and 1% acetic acid (100–1, Ricca). Lyve1 (abcam, ab14917, 1:500), podoplanin (abcam, ab11936, 1:250), CD68 (ThermoFisher, MA5-16674, 1:300), smooth muscle actin (abcam, ab7817,1:100) and GFP (abcam, ab13970, 1:100) immunostaining was performed in 3% goat serum (ThermoFisher) and 2% BSA in 0.3% Triton-X (ThermoFisher) at 4°C overnight, followed by fluorescent secondary antibodies (Invitrogen). Autofluorescence were quenched using trueview autofluorescence quenching kit and sections were mounted in VECTASHIELD Vibrance Antifade Mounting Medium with DAPI (vector laboratories). For the whole mount stain of diaphragm, the whole diaphragm of Prox1-eGFP mice was used for staining following the immunostaining protocol for cryo-sections without the autofluorescence quenching step. For the whole mount stain of ear skins, the ear skins were isolated and cleaned, and stained for Lyve1 following the immunostaining protocol for cryo-sections without the autofluorescence quenching step. The whole-mount-stained samples were imaged using a confocal microscope (ZEISS) with 20x objective. WGA stain was conducted using Alexa 594-conjugated WGA (W11262, ThermoFisher) following manufacturer’s protocol with one modification that sections were incubated with WGA overnight at 4°C instead of 10 mins under room temperature. The WGA-stained sections were washed after WGA incubation and mounted with Prolong Gold mounting medium with DAPI (P36935, Thermofisher). Stained slides were scanned using a ZEISS Axio Scan Slide Scanner with 20x objective and whole section images were analyzed using Visiopharm and custom-designed apps. For the quantification of CD68-positive macrophages, three to six sections spanning the ventricle were used, and macrophages were defined as CD68 and DAPI double-positive cells. Macrophage density was calculated by dividing the count of macrophages to the total area for each section. The density of macrophages near arteries was defined as the total count of macrophages within 20 μm distance from any smooth muscle actin-positive artery normalized to the total area for each section. The data for macrophage density was normalized to the average value of ctrl group and represented as fold change. For the quantification of podoplanin-positive lymphatic vessel density and area, 6 to 12 sections spanning the ventricle were used. A size filter of 500 μm^2^ was used to define the vessels and reduce the noise from podoplanin-positive cells. The count of podoplanin-positive lymphatic vessels was normalized to the total area for each section and defined as the density of podoplanin-positive lymphatic vessels. The average lumen area was calculated by dividing the lumen area of the podoplanin-positive lymphatic vessels by the density of podoplanin-positive lymphatic vessels in each section. A linear mixed model with animals treated as random effects and group and sections treated as fixed effects was used for the statistical analysis for the quantification of podoplanin-positive lymphatic vessel density and lumen area. Tukey’s multiple comparison adjustment was used for pairwise comparisons in the linear mixed model. The data for podoplanin-positive lymphatic vessel density was normalized to the average value of ctrl group and represented as fold change. The analysis for the quantification of cardiomyocyte size and variance coefficient was conducted following previously published methods and SOPs for muscle fiber size and size variability quantification (Briguet et al., 2004; Pertl et al., 2013). The variance coefficient is defined as the ratio of the standard deviation of cardiomyocyte size to the mean value of cardiomyocyte size and represents the variability of cell size among the quantified population. A linear mixed model with defined regions of interest (ROIs) treated as random effects and group treated as fixed effects was used for the statistical analysis for variance coefficient and Tukey’s multiple comparison adjustment was used for pairwise comparisons in the model. For the quantification of lyve1-positive lymphatic vessel density in kidney and ear skin, the lyve1-positive lymphatic vessel count was normalized to the total area for each section. A linear mixed model with defined regions of interest (ROI) treated as random effects and group treated as fixed effects was used for the statistical analysis of lyve1-positive lymphatic vessel density. Tukey’s multiple comparison adjustment was used for pairwise comparisons in the linear mixed model. For the quantification of PSR stains, three sections spanning the ventricle were used for staining and the images were analyzed using visiopharm. The total PSR-positive area and perivascular PSR-positive area were normalized to total area of the section. For the quantification of lyve1-positive lymphatic vessel diameter in ear skin, the analysis was conducted blindly by L.S. using Image J. Visiopharm-based image analyses were conducted blindly by J.P. All the representative images were taken using a confocal microscope (ZEISS) with 20x or 40x objective.

### Lymphangiography

Lymphangiography was performed in anesthetized mice 5–6 weeks after minipump implantation following a previously reported method with modifications (Henri et al., 2016). The animal first received a dose of FITC-Dextran (30 mg/ml, FD500S, MW: 500 kDa, Sigma-Aldrich) mixed with alexa Fluor 555 Cadaverine (6 μg/g, A30677, ThermoFisher) and heparin (20 U/ml) via retro-orbital (R.O.) injection under isoflurane. Next, the mouse was further anesthetized and placed under a surgical plane of anesthesia using isoflurane with intubation through tracheotomy. Ten μl fluorescent quantum dots (Q21021MP, ThermoFisher) were injected intramyocardially into the apex of the heart using a Hamilton neuros micro-injection syringe (Hamilton 6546006). Five min after injection, blood was sampled from the animal in EDTA, and the heart was extracted from the animal, arrested in diastole with saturated potassium chloride and fixed with formalin for imaging. The plasma qdot signal (emission at 655) in 50 μl plasma was measured using a fluorescent plate reader. Whole heart was imaged using a LSM 880 Confocal microscope (ZEISS) with a 1x objective, and HDR imaging was used to enhance image contrast. The same intensity and imaging settings were used for acquiring the cadaverine images for all the animals. The results in Figure 3 were acquired from two rounds of independent in vivo studies. The cadaverine-positive areas were quantified from at least four images taken from four different sides of each heart and normalized to the total area of the heart using image J. The values were normalized to the average value of the control group for presentation in Figure 3B. The qdot plasma concentrations of each group were normalized to the average qdot plasma concentration of the control group for each round of studies and then combined for illustration in Figure 3C.

### Cell isolation using Prox1-eGFP mice and low input RNA-seq

Prox1-eGFP mice were used for cell isolation at 5–6 weeks after minipump implantation for preparing RNA-seq samples and wildtype non-carrier mice were used at similar age for preparing single stain controls. The animals were euthanized using carbon dioxide, and heart and diaphragm were isolated from the animals and transferred into a storage solution containing 2.5% BSA (A7030, Sigma-Aldrich) in HBSS (14025092, Thermo Fisher). The tissues were then cut into tiny pieces and digested with a digestion enzyme mixture with Collegenase A (11088793001, Roche), Collegenase from *Clostridium histolyticum* (C7657, Sigma-Aldrich), Dnase I (DN25, Sigma-Aldrich), Hydraluronidase (HX0514-1, Sigma-Aldrich) and 2.5% BSA in HBSS for 45 min in 37°C waterbath with shaking. The tissue pieces were next broken up further with pipetting and the enzymes were neutralized with DMEM/F12 medium (10565042, Thermo Fisher) containing 10% FBS (26140087, Thermo Fisher). The solutions with digested tissues were centrifuged at 400 g for 3 min, and cardiomyocytes were pelleted from digested heart tissues. The cardiomyocytes were next washed with PBS once and lysed for RNA with RLT cell lysis buffer. The supernatant of each solution was isolated and filtered through 40-µm cell strainer. The solutions were then centrifuged at 1500 g for 5 min to pellet the cells and the cells were resuspended in red blood cell lysis buffer (11814389001, Roche) to lyse red blood cells. Next, the cells were pelleted and washed with FACS buffer (1% BSA in PBS) twice and cell density was counted. 0.2 million cells were aliquoted either from wild-type animal tissues or Prox1-eGFP tissues for single stain controls. Mouse Fc block (553142, BD) were added to each tube to inhibit non-specific binding and the samples were stained for CD45.2 (560696, BD, 1:100), or/and CD31 (561814, BD, 1:100) for 30 min on ice in the dark. The cells were then washed with FACS buffer twice and resuspended in sort buffer (10 mM HEPES (15630080, Thermo Fisher), 2 mM EDTA (AM9912, Thermo Fisher) and 0.5% BSA in PBS) at 20 million/ml for live cell sorting. DAPI (D1306, Thermo Fisher, 1:5000) was added to the cells before sorting to stain the dead cells and the cells were sorted using SONY SH800 cell sorter with 100 µm chip. Blood endothelial cells were defined as DAPI negative, CD45.2 negative, CD31 positive, and eGFP negative cells and lymphatic endothelial cells were defined as DAPI negative, CD45.2 negative, CD31 positive, and eGFP positive cells. The cells were sorted into RLT lysis buffer at 4°C, and total RNA was extracted from each isolated cell population using the RNeasy MinElute cleanup kit (74204, Qiagen) following manufacturer’s protocol. Extracted total RNA was stored at −80°C freezer until the library preparation step. For low-input RNA-seq, total RNA concentration for each sample was measured using high sensitivity plates on a Lunatic nanodrop instrument (Unchained Labs) before proceeding to library prep. Of total RNA, 2 ng were aliquoted from each sample from which mRNA was isolated and converted into cDNA using the Smart-Seq ultra low input RNA kit (634890, Takara) following manufacturer’s protocol. The libraries were next prepared from converted cDNA using Nextera DNA XT Library Prep Kit (FC-131–1096, Illumina) following manufacturer’s protocol. Library concentrations were quantified using Qubit 1X dsDNA HS Assay kit (Q33231, Thermo Fisher) and the quality of the libraries was examined using Agilent High Sensitivity D1000 Screentape System (5067–5584 and 5067–5585, Agilent) on an Agilent 4200 Tapestation. The libraries from cardiomyocytes were pooled together and sequenced using NextSeq 500/550 High Output Kit (20024907, Illumina). The libraries from endothelial cells were randomized, divided into two sets and pooled together for two rounds of sequencing using NextSeq 500/550 High Output Kits (20024907, Illumina).

### RNA-seq analysis

Sequencing reads were de-multiplexed using the picard tool bcl2fastq, and quality control was performed on the fastq files using FastQC. The reads were then aligned to the mouse reference genome (GRCm38) using the STAR aligner (v.2.5.3a) with quantMode specified for Transcriptome SAM, out SAM type specified as BAM, out Filter Mismatch Nover Lmax as 0.05, align SJDBoverhang Min as 1, out Filter Score Min Over Lread as 0.9, out Filter Match Nmin Over Lread as 0.9, and align Intron Max as 1000000. Gene counts for each sample were generated from the BAM alignment files using Salmon (v.0.12.0) in alignment-aware mode, based on gene/isoform features annotated by Ensembl release 95. Using the log2 normalized gene counts, we performed principal components analysis across samples within each of the four different cell types to identify outlier samples and removed samples that were greater than three standard deviations from the mean value of the first two principal components. For differential expression analysis, all downstream differential expression analysis and functional enrichment analyses were performed in R (v.3.5.3). We performed differential expression analysis within each of the four different cell types among treatment groups using DESeq2, adjusting for age of the animals, and sequencing run batch for the endothelial cell experiments, as well as surrogate technical variables detected using sva analysis. We additionally performed differential expression analysis across all three endothelial cell groups to identify potential interactions with treatment using the limma-voom framework. To identify pathways and sets of genes enriched in our significantly differentially expressed results, we performed functional enrichment analysis using the topGO enrichment analysis with the weight01 method. Finally, in order to identify potential upstream regulators of the observed expression changes from our results, we performed causal reasoning analysis based on a previously reported approach (Chindelevitch et al., 2012). In order to generate the network to identify the upstream regulators, we used proprietary network data compiled from several different sources, but including information on proteins, mRNAs, compounds, and biological processes.

### Plasma and skin chemokine measurement

Chemokine levels in plasma and native skin lysates were examined using MSD U-plex chemokine combo 1 (Ms) kit (K15321K-1, MSD) following manufacturer’s protocol. 20 μg of native skin lysate was loaded to each well. The data was analyzed using MSD discovery workbench software (v4.0).

### Urine collection and biochemistry

Animals were transferred into metabolic cages for urine collection for 24 hr and returned to regular cages after collection. Non-esterified fatty acid and creatinine in urine were measured by Siemens clinical analyzer (ADVIA Chemistry XPT system). Albumin was measured using BCP albumin assay kit (Sigma-Aldrich). Total protein amount was measured using Pierce BCA protein assay kit (ThermoFisher).

### Gene expression analysis of human hearts

Human heart tissues were commercially purchased and three commercially available healthy human heart RNA samples (from Ambion, Takara and Origene) were also purchased and used for the analysis. RNA was extracted from human tissues using Qiazol reagent and RNeasy plus universal kit (Qiagen), and cDNA was synthesized using high-capacity cDNA reverse transcription kit (ThermoFisher). qPCR was conducted using TaqMan probes (*LYVE1*, Hs00272659_m1; *PDPN*, Hs00366766_m1; *FLT4*, Hs01047677_m1; *VEGFC*, Hs01099203_m1; *HPRT1*, Hs02800695_m1), TaqMan gene expression master mix (ThermoFisher) and QuantStudio 7 Flex Real-Time PCR System. The expression of every gene was normalized to the expression of housekeeping gene *HPRT1* and then normalized to the healthy heart group to be presented as fold change in the corresponding figures.

### GWAS result evaluation

GWAS summary statistics were aggregated from publicly available resources, including the GWAS catalog (https://www.ebi.ac.uk/gwas/). Locus-wide variant lookups for associations to cardiometabolic-related traits were performed for genes involved in lymphatic-related pathways, including *VEGFC, LYVE1* and *FLT4*. Methods for each GWAS analyses can be found at each reference.

### Statistics

The statistical analysis used for every figure has been illustrated in the corresponding figure legends. Independent two-tailed Student’s *t*-tests and one-way *ANOVA* with Bonferroni-adjusted posthoc test for multiple pairwise comparisons were performed using Graphpad Prism 7/8 software. F tests were conducted for comparing variances for the Student’s *t*-tests, and Welch’s correction was used for the Student’s *t*-test when the F test result was significant. Statistical analysis using a linear mixed model and the statistical analysis for log-transformed data were conducted using R statistical software (version 3.6.1). All the fitted models meet the model assumptions. All the samples used in the study were biological repeats, not technical repeats. No samples were excluded from the analysis unless it was determined to be a significant outlier by the Grubbs’ test.

## Data Availability

RNA-Seq data has been deposited in GEO under accession code GSE150041. All other data generated during the study are included in the manuscript and supporting files. Source data has been provided for Figure 1-7. The following dataset was generated: SongLShipstoneANagleMW2020RNA sequencing study using Prox1-eGFP mice to investigate the role of lymphatic vasculature in chronic cardiac dysfunctionNCBI Gene Expression OmnibusGSE150041

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Mice, male	C67/BL6N	Charles River laboratories	Catalog: #027	
Mice, male	Prox1-eGFP KI	This paper		eGFP gene was inserted at the end of endogenous *Prox1* gene to generate this indicator line. The spe﻿rms of the animals are cryopreserved in Charles River Laboratories.
Peptide, recombinant protein	Bovine serum albumin	Sigma-Aldrich	A7030	
Peptide, recombinant protein	human angiotensin II	Sigma-Aldrich	A9525	
Peptide, recombinant protein	recombinant human VEGF-C (Cys156Ser) protein VEGFC	R and D systems	752-VC	
Other	minipump	Alzet	Alzet 1002 or Alzet 2006	
Sequence-based reagent	Prox1-eGFP genotyping forward primer	This paper	PCR primer	The primer sequence is 5’TCCAGGCAACAGTTCTACAG. It can be ordered from Integrated DNA Technologies using the sequence.
Sequenced-based reagent	Prox1-eGFP genotyping reverse primer	This paper	PCR primer	The primer sequence is 5’TGCACATCAGATTGTCTAAGG. It can be ordered from Integrated DNA Technologies using the sequence.
Commercial assay or kit	human VEGFC Quantikine ELISA kit	R and D systems	DVEC00	
Commercial assay or kit	V-PLEX Human VEGFC kit	MSD	K151LTD-1	
Other	Telemeters	Data Sciences International	PA-C10 or HD-X10	
Other	Vevo2100 or Vevo3100	VisualSonics Inc		
Other	doppler flow velocity system	Indus Instruments		
Other	AimStrip Hb Hemoglobin test system	Germaine Laboratories		
Other	Trizol reagent	ThermoFisher	15596026	
Commercial assay or kit	RNeasy mini kits	Qiagen	74104	
Commercial assay or kit	TaqMan RNA to Ct 1-step kit	Thermofisher	4392938	
Commercial assay or kit	high capacity cDNA reverse transcription kit	Thermofisher	4368814	
Other	TaqMan gene expression master mix	Thermofisher	4369016	
Other	Tapman probes for mouse	Thermofisher	*Nppb*, Mm01255770_g1; *Pdpn*, Mm01348912_g1; *Lyve1*, Mm00475056_m1; *Flt4*, Mm01292604_m1; *Vegfc*, Mm00437310_m1; *Col1a1*, Mm00801666; *Col1a2*, Mm00483888; *Col3a1*, Mm00802300_m1; *Fn1*, Mm01256744; *Cd68*, Mm03047343_m1; *Cxcl10*, Mm00445235_m1; *Ptprc*, Mm01293577_m1; *Itgax*, Mm00498701_m1; *Itgam*, Mm00434455_m1; *Il1b*, Mm00434228_m1; *Il6*, Mm00446190_m1; *Ccl6*, Mm01302419_m1; *Ccl4*, Mm00443111_m1; *Ccl3*, Mm00441259_g1; *Ace2*, Mm01159006_m1; *Hprt*, Mm03024075_m1	
Other	QuantStudio 7 Flex Real-Time PCR System	ThermoFisher		
Antibody	Anti-mouse Podoplanin antibody (Goat polyclonal)	R and D systems	AF3244	1:500 dilution for Western blot
Antibody	anti-Akt antibody (Rabbit polyclonal)	Cell signaling	#9272	1:1000 dilution for Western blot
Antibody	anti- p-Akt (Ser473) antibody (Rabbit polyclonal)	Cell signaling	#9271	1:1000 dilution for Western blot
Antibody	p44/42 MAPK (Erk 1/2) antibody (Rabbit polyclonal)	Cell signaling	#9102	1:2000 dilution for Western blot
Antibody	phsopho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) antibody (Rabbit monoclonal)	Cell signaling	#4370	1:2000 dilution for Western blot
Antibody	GAPDH antibody (Rabbit monoclonal)	Cell signaling	#5174	1:5000 dilution for Western blot
Antibody	Lyve1 antibody (Rabbit polyclonal)	Abcam	ab14917	1:500 dilution for IF
Antibody	podoplanin antibody (Hamster monoclonal)	Abcam	ab11936	1:250 dilution for IF
Antibody	CD68 antibody (Rat monoclonal)	ThermoFisher	MA5-16674	1:300 dilution for IF
Antibody	smooth muscle actin antibody (Mouse monoclonal)	Abcam	ab7817	1:100 dilution for IF
Antibody	GFP antibody (Chicken polyclonal)	Abcam	ab13970	1:100 dilution for IF
Commercial assay or kit	trueview autofluorescence quenching kit	Vector laboratories	SP-8400–15	
Other	Alexa 594-conjugated WGA	ThermoFisher	W11262	1:200 dilution for IF
Software, algorithm	Pathology image analysis software Visiopharm	Visiopharm		
Other	FITC-Dextran	Sigma-Aldrich	FD500S	
Other	alexa Fluor 555 Cadaverine	ThermoFisher	A30677	
Other	Qdot 655	ThermoFisher	Q21021MP	
Other	Hamilton neuros micro-injection syringe	Hamilton	6546006	
Antibody	PE-Cy7 Mouse Anti-Mouse CD45.2 antibody (Mouse monoclonal)	BD Pharmingen	560696	1:100 dilution for FACS
Antibody	APC Rat Anti-Mouse CD31 Clone MEC 13.3 (RUO) antibody (Rat monoclonal)	BD Pharmingen	561814	1:100 dilution for FACS
Other	DAPI	Thermo Fisher	D1306	1:5000 dilution for FACS
Commercial assay or kit	RNeasy MinElute cleanup kit	Qiagen	74204	
Commercial assay or kit	Smart-Seq ultra low input RNA kit	Takara	634890	
Commercial assay or kit	Nextera DNA XT Library Prep Kit	Illumina	FC-131–1096	
Commercial assay or kit	NextSeq 500/550 High Output Kit	Illumina	20024907	
Software, algorithm	R	R-project	v.3.5.3 and v.3.6.1	
Commercial assay or kit	U-plex chemokine combo 1 (Ms) kit	MSD	K15321K-1	
Other	Siemens clinical analyzer	ADVIA Chemistry XPT system		
Commercial assay or kit	BCP albumin assay kit	Sigma-Aldrich	MAK125-1KT	
Other	Taqman probes for human	Thermo Fisher	*LYVE1*, Hs00272659_m1; *PDPN*, Hs00366766_m1; *FLT4*, Hs01047677_m1; *VEGFC*, Hs01099203_m1; *HPRT1*, Hs02800695_m1	
Software, algorithm	Graphpad Prism	Graphpad

How the deposited data were processed for this re-analysis (not part of the article)

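RNA-seq libraries were analysed from lymphatic endothelial cells (LECs) of the heart and the diaphragm, blood endothelial cells (BECs) of the heart and cardiomyocytes of Prox1-eGFP mice, 48 libraries in all. Each cell population had 4 libraries of the ctrl group, 5 of the angII group and 3 of the angII+VEGFC group. The other experiments of the paper have no processed sequencing data and were not analysed here.

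The authors sequenced the endothelial libraries in 2 sets and the cardiomyocyte libraries in 1 set, aligned the reads to GRCm38 with STAR, quantified the Ensembl genes with Salmon in its alignment mode and deposited one matrix in TPM. A TPM value is the abundance of a transcript, normalized for its length and for the total of its library. It keeps no read count, so the depth of each library is unknown, no counting error or detection floor was given, and the number of genes at 1 TPM or more stands in for the depth. The authors tested differential expression with DESeq2 on counts, adjusting for age, sequencing batch and surrogate variables. Count-based tests were not used here because the values are TPM. Gene ontology enrichment and causal reasoning on a proprietary network were not repeated here.

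The matrix holds 54752 Ensembl genes, of which 54723 matched a symbol in the annotation. The group, the mouse number, the age and the batch of each library were taken from the labels. The mouse number pairs the libraries of different populations: the labels give the heart LEC, heart BEC and cardiomyocyte libraries of a mouse the same number, and 11 of the 12 diaphragm LEC libraries share a number with a heart BEC library. The groups themselves hold different mice, so the mouse was a block only in the comparisons between populations. The ages in the labels (8 to 16 months) and the range in the paper (9 to 15 weeks) differ, and the labels were used.

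The tests, covariates, named genes, gene sets and alternatives were chosen before the data were examined, apart from one alternative, the number of genes at 1 TPM or more as a covariate, and the tests that the closing parts name. Values were transformed to log2(TPM + 1). Within each population the genes at 1 TPM or more in at least 3 libraries were fitted with limma 3.58.1 in R 4.3.3, with the trend of variance on mean expression, all 3 groups in one model, age and batch as covariates for endothelial cells and age for cardiomyocytes, and Benjamini-Hochberg adjusted p-values at a threshold of 0.05. The 3 endothelial populations were compared on the same scale by an interaction of population and treatment, with cardiomyocytes left out, without a block, with the mouse as a fixed block and with the mouse as a random effect. Libraries more than 3 SD from the mean on the first or second principal component of their population were to be removed, as the authors did, and 0 were. Sets of chemokine ligands, collagens, TLR response genes, MYC growth genes and cardiac stress genes were tested with camera from limma, with 20 set comparisons adjusted together. The genes named are those that the paper labels or names for the RNA-seq and its follow-up, and for each population and contrast the 3 genes with the largest absolute log2 fold change among those with an adjusted p-value under 0.05 and no overlap between groups. Some genes that meet this rule are not reported here. Single values were compared with exact permutation tests, two-sided, in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

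The alternatives were a pseudocount of 0.1, no filter on low values, no covariates, 1 surrogate variable, quantile normalization, a fit of only the 2 groups compared, each library left out in turn, and for the sets a correlation estimated from the data. The number of surrogate variables that the authors used is not stated in the text of the paper. The surrogate variable here was the main axis of the residuals of the model and not the sva analysis of the authors. It leaves the fold changes as they were and takes up residual spread. Each result of a fit over all genes was compared with up to 100 other splits of the same libraries.

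The code was tested on simulated data made from the real libraries. In simulated heart LEC libraries with 200 genes changed by 3 log2 units, 191 of the 200 were called in angII against ctrl, with 10 of 26973 unchanged genes, and 180 in angII+VEGFC against angII. With no gene changed in simulated heart BECs, 0 of 21377 genes were called. The share of genes changing in the opposite direction on separate angII mice was 94.5% in the simulated heart LECs and 52.25% in the simulated heart BECs.

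The position of the reporter was found by matching the sgRNA and primer sequences to the Prox1 transcript of GRCm38. The reverse primer lies 872 bp after the insertion point, and the forward primer has 0 matches in the transcript, with the genome sequence not used here.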

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

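The tests of the sequencing batch, of a property of the mouse and of RNA from cardiomyocytes in the Nppb values were chosen only after the results were seen.

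In 10 of 134 groups of 4 or 5 libraries one library lay far from the others by Dixon's ratio, the gap to the nearest library over the whole range, where chance alone gives about 1 in 20 groups, or 6.7. Among LECs of the heart, Lif in ctrl mouse 5 was at 2.49 log2(TPM + 1) while the other ctrl libraries were at 0 to 0.09 (ratio 0.962), and the 50 highest genes took 25.6% of the TPM in angII mouse 3, against 20.9% to 22.2% in the others (0.723). Among the ctrl libraries of diaphragm LECs, mouse 9 stood apart for Itgam (0.920), Lyve1 (0.937) and Mycn (0.833, 1.69 log2(TPM + 1) against 3.80 to 4.22), and mouse 5 for Ccl4 (0.898). Among the angII libraries of diaphragm LECs, mouse 4 stood apart for the share of mitochondrial genes (0.794, 4.08% against 1.66% to 2.16%) and mouse 3 for Prox1 (0.734). In heart BECs of the angII group, mouse 12 had the lowest mean of cardiomyocyte markers (0.714) and mouse 3 the highest mean of fibroblast markers (0.726, 7.59 against 5.36 to 5.97 log2 units). No explanation was tested for these libraries, biological or technical. Mouse 4 gave the diaphragm LEC library only, while the heart libraries of that group and batch carry the number 12.

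The angII group of LECs listed more genes at 1 TPM or more, and this difference itself differed between populations. Per mouse, angII raised the number in heart LECs relative to heart BECs by 5039 (exact permutation test, p = 0.00794, the smallest possible), and in diaphragm LECs relative to heart BECs by 6664 (exact p = 0.0286). From angII to angII+VEGFC the corresponding values were -5800 (exact p = 0.0179, the smallest possible) and -5815 (exact p = 0.0286, the smallest possible), and in heart LECs relative to cardiomyocytes -6242 (exact p = 0.0179, the smallest possible). The adjusted p over the 8 comparisons was 0.0457 for each of these 5 exact tests. Heart LECs and diaphragm LECs did not differ (exact p = 0.371 and 0.971), nor did heart LECs and cardiomyocytes from ctrl to angII (3122, exact p = 0.151). The paper does not report on the number of genes detected.

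Several technical explanations were tested for this pattern. Sequencing batch does not account for it, since within a batch the angII library listed more genes in 94.1% of 17 heart LEC pairs and 100% of 17 diaphragm LEC pairs. With age and batch in the model the difference between angII and angII+VEGFC was 5987 genes in heart LECs (4918 without them) and 4511 in diaphragm LECs (5102 without them), so age does not account for the difference between these 2 groups, and it was not tested for angII against ctrl. A few genes taking most of the TPM was tested through the share of the 50 highest genes, which did not differ between the same 2 groups (exact p = 0.429 in heart LECs and 0.518 in diaphragm LECs). A property of the mouse shared by its cells would also show in heart BECs, where these 2 groups did not differ (exact p = 0.554, the same test for both LEC populations). Unspliced or intergenic RNA, or DNA, read as transcripts would raise the share of genes that are not protein coding. Among 444 genes gained in heart LECs this share was 67.3%, at percentile 78.98 of 10000 lists matched on expression (inner range 61.3% to 69.8%, median 65.5%). Among 821 genes gained in diaphragm LECs it was 64.4%, at percentile 98.56 (inner range 57.6% to 64.1%, median 60.8%). Some of the matched lists were therefore higher there too. This explanation therefore remains for diaphragm LECs. In both populations the depth of sequencing could not be tested from TPM, so an effect of angiotensin II on the LECs cannot be told apart from a difference in depth.

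Between heart LECs and diaphragm LECs the change with angII differed for Gm10493 by -3.48 and for Hand2os1 by -2.60 log2 units (limma interaction, adjusted p = 0.0401 for each). These 2 genes were named after their values were seen. As many genes were found in 21 of 100 splits of the mice, so the pair may be a product of chance.

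Nppb, which encodes the cardiac peptide BNP, is not among the genes the paper discusses for LECs. It was listed at 0 in all 4 ctrl libraries of heart LECs and rose with angII, by 2.54 log2 units in heart LECs and 2.26 in diaphragm LECs (limma adjusted p = 0.204 and 0.297). RNA from cardiomyocytes was tested with the ratio of Nppb to Myh6 in the cardiomyocytes of the same mouse. The mean of Nppb in the angII libraries was 0.734 times the level this ratio gives in heart LECs (6.25 against 8.52 TPM, 5 mice) and 1.50 times in diaphragm LECs (10.6 against 7.09 TPM, 4 mice), so RNA from cardiomyocytes is a candidate source in heart LECs and of part of the level in diaphragm LECs. The ratio was computed in the angII libraries and does not cover the rise from ctrl, and a change in the LECs themselves was not tested.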

How the results depend on the processing

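The number of genes at 1 TPM or more as a covariate was chosen only after the data were seen, and no other test here was.

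Outside the fits that left out a library, the main result of a comparison was recomputed under each alternative, and in 194 of these cases it kept its direction and its side of the threshold, or its count of genes stayed within 1.5 times. The principal components were counted among them by another rule, a shift of the mean silhouette width smaller than its SD over the libraries. That SD was 0.47 and the mean 0.26, so this rule does not show that the width was stable.

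For angII against ctrl in heart LECs (7 genes), a pseudocount of 0.1, no filter, quantile normalization and the fit of only the 2 groups compared each gave 0 genes (3333, 3642, 2373 and 2709 at an unadjusted p under 0.05), and the added covariate gave 2, with 0 of the 7 genes among them. In cardiomyocytes (14 genes) no filter gave 0 (1882 unadjusted), 1 surrogate variable 273, quantile normalization 37, the 2 groups alone 236 and the added covariate 473, and each of the latter 4 included the 14 genes. In diaphragm LECs (0 genes) 1 surrogate variable gave 520 (462 higher, 58 lower), and in heart BECs (0 genes) the fit without covariates gave 1 and the 2 groups alone 2.

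For angII+VEGFC against angII, 1 surrogate variable gave 2 genes in heart LECs and 3 in diaphragm LECs in place of 0, and the 2 groups alone gave 5 in heart LECs. Genes passing in both contrasts with opposite signs numbered 3 in diaphragm LECs with 1 surrogate variable. With the second contrast at an unadjusted p they numbered 6 in heart LECs and 1 in cardiomyocytes. For angII+VEGFC against ctrl in cardiomyocytes (104 genes, 61 higher and 43 lower), no filter gave 0 (3074 unadjusted), 1 surrogate variable 524 (104 shared), quantile normalization 326 (133 higher and 193 lower, 101 shared), the added covariate 769 (104 shared) and the 2 groups alone 14 (4 higher and 10 lower, 8 shared). In heart BECs the 2 groups alone gave 2 in place of 0. The cause of these changes was not tested.

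Leaving out one library at a time gave 0 to 32 genes in heart LECs and 0 to 16 in cardiomyocytes for angII against ctrl, 0 to 12 and 0 to 827 for angII+VEGFC against ctrl, 0 to 1 in diaphragm LECs for both angII against ctrl and angII+VEGFC against angII, 0 to 1 for genes passing in both contrasts there, and 0 to 3 in heart BECs for angII against ctrl. The remaining counts were 0 in each such fit.

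The interaction between heart LECs and diaphragm LECs for angII (2 genes) gave 4 genes with a pseudocount of 0.1, 0 without covariates (3181 unadjusted), 0 without a filter (3912 unadjusted), 7 with the mouse as a block and 4 with the mouse as a random effect. Without a filter, the interactions with heart BECs for angII+VEGFC against angII gave 3 genes in heart LECs and 4 in diaphragm LECs in place of 0.

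The percentage of genes changing in the opposite direction on separate angII mice was 76% in heart LECs with 50 genes in place of 200 (3 of 56 labellings as high, a share over 0.05) and 64% in diaphragm LECs (6 of 56). With the same 5 angII mice in both contrasts it was 98% in diaphragm LECs (11 of 56) and 66% in heart BECs (52 of 56), the latter on the other side of 50%.

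Among the sets, quantile normalization turned the chemokine ligands of heart LECs from 0.20 to -0.0018 with angII and from -0.11 to 0.25 with VEGFCc156s. It turned the MYC growth genes from 0.00208 to -0.088 and from -0.045 to 0.093 in heart LECs, and from 0.064 to -0.080 with angII in diaphragm LECs. The fit without covariates turned the MYC growth genes of heart LECs to -0.024 and 0.018. The chemokine ligands with VEGFCc156s passed the threshold in diaphragm LECs without covariates (-0.84) and after quantile normalization (-0.46), and in heart BECs without covariates (-0.072). The TLR response genes passed after quantile normalization (0.33 with angII, -0.37 with VEGFCc156s) and without covariates (-0.62 with VEGFCc156s). The collagens of heart BECs no longer passed without covariates (0.074), and the MYC growth genes of diaphragm LECs with VEGFCc156s no longer passed after quantile normalization (0.21). With the correlation between genes estimated, the means stayed the same and no set that had passed still did: collagens in heart LECs (0.78), heart BECs (0.12) and cardiomyocytes (0.65), MYC growth genes in heart LECs (0.00208 and -0.045) and diaphragm LECs (0.11), and cardiac stress genes (1.17 and 1.41), at adjusted p of 0.137 to 0.742. The cause was not tested.

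Of the single genes named, 364 values kept direction and call under the other settings, 8 lost their call and 8 reversed. Cd274 in diaphragm LECs with VEGFCc156s went to 0.57 with a pseudocount of 0.1 and to 0.26 after quantile normalization. Quantile normalization also gave -0.24 for Fcgr3, 0.046 for Lyve1 and 0.054 for Prox1 in diaphragm LECs with angII, -0.028 for Prox1 there with VEGFCc156s, and 0.34 for Tlr4 in heart LECs with VEGFCc156s. Without covariates Pdpn in heart LECs with VEGFCc156s was 0.038.

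Leaving out one library reversed 51 values of single genes, took the call from 51 and gave one to 1 (Nppb in cardiomyocytes). With angII in diaphragm LECs the values ranged from -0.36 to 1.33 for C1qc, -1.13 to 0.75 for Ccl6, -0.64 to 0.58 for Ccl9, -0.061 to 0.66 for Cxcl1, -0.29 to 0.76 for Fcgr3, -0.70 to 0.31 for Gdf10, -0.23 to 1.60 for Il1b, -0.15 to 0.061 for Lyve1, -0.82 to 0.18 for Mycn, -0.22 to 0.041 for Pdpn and -0.14 to 0.069 for Prox1. With VEGFCc156s there they ranged from -0.56 to 0.38 for Cd274, -0.53 to 0.085 for Cxcl1 and -0.0067 to 0.20 for Prox1. In heart LECs they ranged with angII from -0.13 to 0.24 for Flt4, -0.047 to 0.13 for Lyve1, -0.045 to 0.32 for Pdpn and -0.40 to 0.048 for Prox1, and with VEGFCc156s from -0.12 to 0.48 for Hif1a, -0.028 to 0.15 for Lyve1, -0.80 to 0.18 for Pdgfb and -0.30 to 0.22 for Pdpn. Since TPM keeps no depth, the counting error behind a single value is unknown, and it limits genes listed at few TPM most.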

Differences from the paper's values

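No test below was chosen after the results were seen, apart from the number of genes at 1 TPM or more as a covariate.

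The paper prints no number for the RNA-seq in its text that was also computed here, so these differences concern its statements and figures.

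The paper states that angiotensin II changed expression significantly in every cell population. Here the number of genes with an adjusted p-value under 0.05 was 7 in heart LECs, 14 in cardiomyocytes, 0 in diaphragm LECs (3651 at an unadjusted p under 0.05) and 0 in heart BECs (1149 unadjusted). Among the alternatives set before the data were examined, 1 surrogate variable gave 520 genes in diaphragm LECs, and leaving out one library gave 0 to 1. That variable only takes up residual spread, so the 520 genes do not show what the sva fit of the authors gives. In heart BECs the fit without covariates gave 1 gene and the fit of only the 2 groups compared gave 2, and leaving out one library gave 0 to 3. The other alternatives gave 0 genes in these populations.

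The paper states that VEGFCc156s reversed many of these changes in LECs, and Fig. 4A and Fig. 4B show genes it calls significant. Here 0 genes passed between angII+VEGFC and angII in heart LECs (2906 unadjusted) and 0 in diaphragm LECs (2094 unadjusted), and 0 passed in both contrasts. With 1 surrogate variable 2 genes passed in heart LECs and 3 in diaphragm LECs, and 3 genes passed in both contrasts with opposite signs in diaphragm LECs. In the fit of only the 2 groups compared 5 genes passed in heart LECs, and leaving out one library gave 0 to 1 gene in diaphragm LECs. Fig. 4—figure supplement 1F shows significant genes in heart BECs for 3 contrasts, where 0 passed here in each, with 1149, 551 and 1172 at an unadjusted p under 0.05, and the fit of only the 2 groups compared gave 2 genes between angII+VEGFC and ctrl. No gene labelled in Fig. 4A or Fig. 4B passed over all genes in the settings in which single genes were looked up. In the fit with the planned settings the smallest limma adjusted p was 0.225 in heart LECs and 0.297 in diaphragm LECs. The genes were not looked up in the fits without a filter, of only the 2 groups compared or with the added covariate. Fgf17, Ccl22 and Ccl20 in heart LECs, and Ccl3, Syce1 and Tbx4 in diaphragm LECs, did not pass the filter on low values.

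Fig. 4A groups Ccl6 with genes that rise with angiotensin II and fall with VEGFCc156s. In heart LECs Ccl6 changed here by -1.05 with angII and 2.08 with VEGFCc156s, and leaving out each library in turn gave the same signs. The signs were not the same in both batches: with angII the change was -2.43 in batch 1 and 0.80 in batch 2, and with VEGFCc156s -0.27 and 2.36. The paper also states that inflammatory genes rose with angiotensin II in diaphragm LECs. Among the genes labelled in Fig. 4B, Ccl6, Ccl9 and Cd274 changed here by -0.26, -0.11 and -0.63, although within batch 2 they changed by 0.25, 0.27 and 0.37. Without single libraries Ccl6 ranged from -1.13 to 0.75 and Ccl9 from -0.64 to 0.58. Ccl4, Fcgr3 and Cd276, which rose with angII, changed by 2.82, 0.80 and 1.31 in batch 1 and -1.22, -0.44 and -0.04 in batch 2. The other tested Fig. 4B genes that rose did so in both batches.

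The paper states that MYCN was activated by VEGFCc156s in both LEC populations. The Mycn transcript changed by -1.54 in heart LECs and -0.88 in diaphragm LECs, and no alternative in which it was looked up gave a rise. Without single libraries it ranged from -2.02 to -0.08 in heart LECs and from -1.13 to -0.58 in diaphragm LECs. The size of the fall in heart LECs therefore depends on single libraries. The transcript does not measure the activity that the paper predicts. Relative to all genes the MYC growth genes moved upwards with VEGFCc156s in limma's camera test, with means of -0.04 against a median of -0.37 in heart LECs (16 of 30 higher) and 0.11 against -0.21 in diaphragm LECs (19 of 30 higher), at an adjusted p of 0.00614 for each. Over the alternatives that were run for this set the limma adjusted p ranged from 7.5e-04 to 0.403 in heart LECs and from 0.00139 to 0.462 in diaphragm LECs.

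The paper states that the samples clustered by cell population. Here the mean silhouette width was -0.29 in diaphragm LECs and 0.02 in heart LECs on the first 2 components, and 0.26 over all libraries. The mean over all libraries was 0.60 with the 500 most variable genes, 0.21 with a pseudocount of 0.1 and 0.15 with each gene scaled to unit variance. Over the first 10 components, the nearest library was of the same population for 47 of 48 libraries, so the difference concerns the first 2 components.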

Other observations

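The tests of macrophages, of fibroblasts, of the muscle of the diaphragm, and of the principal components against the number of genes were chosen only after the results were seen.

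How often other splits of the same libraries gave a result as large was counted for each result. For angII against ctrl, of 100 splits each, as many genes with an adjusted p-value under 0.05 were found in 1 split of heart LECs, 100 of diaphragm LECs, 100 of heart BECs and 2 of cardiomyocytes, the real one included. At an unadjusted p under 0.05 the numbers were 5, 7, 23 and 5 of 100. For angII+VEGFC against angII, 56 of 56 splits gave as many genes as the real 0 in each population, and at an unadjusted p 1, 12, 52 and 51 of 56 did. In heart LECs the real labelling, with 2906 genes, ranked first, and the highest of the others gave 2848. For angII+VEGFC against ctrl the numbers were 35, 35, 35 and 1 of 35, and at an unadjusted p 20, 28, 17 and 3 of 35. Genes passing in both contrasts with opposite signs, 0 in the real labelling, were as many in 56 of 56 labellings of each population (heart LECs 56, diaphragm LECs 56, heart BECs 56, cardiomyocytes 56). The percentage changing in the opposite direction on separate angII mice was as high in 1, 1, 33 and 47 of 56. The interactions in angII against ctrl were matched by 100, 100 and 21 of 100 splits of the mice, and those in angII+VEGFC against angII by 56, 56 and 56 of 56.

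A split that follows the sequencing batch gave 1 gene with an adjusted p-value under 0.05 in heart BECs in place of ctrl and angII, and 1752 at an unadjusted p, more than the real 0 and 1149. For angII+VEGFC and ctrl it gave 1 gene in heart LECs, more than the real 0, but fewer at an unadjusted p (1274, against 1325). It gave 0 in heart BECs (1210 unadjusted, against 1172) and 0 in diaphragm LECs (641 unadjusted, against 314). For angII against ctrl the batch split gave 0 genes in heart LECs (781 unadjusted, against 2911) and 0 in diaphragm LECs (359 unadjusted, against 3651). Batch stayed a covariate in these fits, so with such a split it was estimated only from the group that was not split. These counts therefore do not measure the size of a batch effect, and nothing is concluded from them on batch against condition. Each group has libraries in both batches.

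For the sets, the mean of the chemokine ligands moved as far in 40 of 100 splits in heart LECs, 21 in diaphragm LECs, 58 in heart BECs and 14 in cardiomyocytes for angII against ctrl, and in 45, 5, 45 and 40 of 56 for angII+VEGFC against angII. The collagens moved as far in 1, 22, 66 and 3 of 100 in the same order of populations. The TLR response genes of heart LECs did in 13 of 100 for angII and 3 of 56 for VEGFCc156s. The MYC growth genes did in 94 of 100 and 41 of 56 in heart LECs, and in 77 of 100 and 36 of 56 in diaphragm LECs. These splits measure how far a set mean lies from 0, and the means of the MYC growth genes lay near 0. Their counts therefore cannot tell whether the shift of these genes relative to all genes arose by chance. The cardiac stress genes did in 3 of 100 for angII and 4 of 35 for angII+VEGFC against ctrl, where the share is over 0.05.

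The number of genes detected per library was tested as an explanation of several patterns. With it as a covariate the number of genes at an unadjusted p under 0.05 went from 2911 to 2715 in heart LECs for angII and from 2906 to 1543 for VEGFCc156s. In diaphragm LECs it went from 3651 to 552 and from 2094 to 548. Apart from angII against ctrl in heart LECs, the number of genes in the 2 groups compared did not overlap, so a fit with it removes a part of the treatment difference as well and these counts cannot tell detection from treatment. How many of these genes were shared between the fits was not counted. Among genes with a mean of at least 20 TPM, where detection matters less, the percentage changing in the opposite direction was 69% in heart LECs and 56.5% in diaphragm LECs, as high in 3 and 14 of 56 labellings. The explanation remains for diaphragm LECs, and in heart LECs the percentage stayed above 50% but with a share of labellings over 0.05, so the explanation is not excluded there. Over the 3 endothelial populations, the smallest Spearman's rho with the number of genes was 0.895 along the second principal component and 0.888 along the first. The spread within these populations may therefore reflect the number of genes. The test cannot tell whether the number of genes is technical. In the LECs it is higher with angII, and in heart BECs it is not.

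For the fall of the Fig. 4B genes in diaphragm LECs with VEGFCc156s, fewer macrophages in the sorted fraction and the number of genes detected were tested. Of 11 macrophage markers outside that list 9 fell, with a median of -1.17, and with their mean as a covariate the median of the Fig. 4B genes went from -1.70 to -0.38. With the number of genes as the covariate it was -3.32. Neither covariate overlapped between the 2 groups, so each also takes up the treatment difference, and the fall cannot be told apart from fewer macrophages or from detection by these fits. A lower expression in the LECs themselves, or fewer macrophages in the tissue as an effect of the treatment, was not tested apart from the purity of the sort.

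The rise of collagens in cardiomyocytes with angII (mean 0.65) may come from fibroblasts in the pelleted fraction. The 8 fibroblast markers other than collagens and Postn rose by 0.59 on average, 7 of 8 of them higher. With the number of genes as a covariate the mean of the collagens was 0.76, so detection does not account for it. More fibroblasts in the heart, or more of them in the pellet, cannot be told apart by this test. The rise of collagens in heart LECs with angII (mean 0.78) may likewise come from fibroblasts in the sorted fraction, since the 8 markers rose there by 0.89 on average, 6 of them higher and Dcn and Pdgfra lower (-0.53 and -0.83). A rise of collagens in the LECs themselves was not tested apart from it.

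Blood endothelial cells in the sorted fraction of heart LECs were tested with a rank correlation across genes. It related the angII change in heart LECs to the difference of BECs from LECs in ctrl mice. The correlation was 0.514, and as high in 3 of 100 splits. Both sides use the ctrl heart LEC libraries, so their noise alone gives a positive correlation, which splits that mix the groups lose in part. Genes are not independent replicates either, so this test cannot decide. BEC markers were higher with angII by 1.06 log2 units (exact permutation test, p = 0.0238, and 0.32 adjusted). A part played by BECs therefore remains open. RNA from cardiomyocytes could have raised the 7 genes called in heart LECs, but 0 of these 7 were within 2 times the level given by the Myh6 ratio, with ratios of 4.00 to 88.2, so the ratio does not account for their level. With Myh6 as a covariate 0 genes were called (2715 at an unadjusted p under 0.05), the 7 among those lost. The mean of the cardiomyocyte markers was higher with angII in these libraries by 1.46 log2 units (exact permutation test, p = 0.0238, and 0.32 adjusted). The covariate can therefore take up the treatment difference, and the loss of the calls does not decide the question. A part played by cardiomyocytes is not excluded.

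Cardiomyocyte markers were present in diaphragm LEC libraries. Muscle of the diaphragm was tested as their source through skeletal muscle markers, and Spearman's rho over 12 libraries was 0.182 (permutation p = 0.573), with Pearson's r 0.125 (permutation p = 0.697), -0.144 without the 2 farthest libraries, and -0.347 and 0.692 in the batches. The relation does not hold, so the source remains open. Myh6 was highest in ctrl mouse 5 (43.4 TPM) and angII mice 3, 4 and 15 (74.3, 78.5 and 16.6 TPM).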
